# Lung fibroblasts express a miR-19a-19b-20a sub-cluster to suppress TGF-β-associated fibroblast activation in murine pulmonary fibrosis

**DOI:** 10.1038/s41598-018-34839-0

**Published:** 2018-11-09

**Authors:** Kunihiko Souma, Shigeyuki Shichino, Shinichi Hashimoto, Satoshi Ueha, Tatsuya Tsukui, Takuya Nakajima, Hiroshi I. Suzuki, Francis H. W. Shand, Yutaka Inagaki, Takahide Nagase, Kouji Matsushima

## Abstract

Lung fibroblasts play a pivotal role in pulmonary fibrosis, a devastating lung disease, by producing extracellular matrix. MicroRNAs (miRNAs) suppress numerous genes post-transcriptionally; however, the roles of miRNAs in activated fibroblasts in fibrotic lungs remain poorly understood. To elucidate these roles, we performed global miRNA-expression profiling of fibroblasts from bleomycin- and silica-induced fibrotic lungs and investigated the functions of miRNAs in activated lung fibroblasts. Clustering analysis of global miRNA-expression data identified miRNA signatures exhibiting increased expression during fibrosis progression. Among these signatures, we found that a miR-19a-19b-20a sub-cluster suppressed TGF-β-induced activation of fibroblasts *in vitro*. Moreover, to elucidate whether fibroblast-specific intervention against the sub-cluster modulates pathogenic activation of fibroblasts in fibrotic lungs, we intratracheally transferred the sub-cluster-overexpressing fibroblasts into bleomycin-treated lungs. Global transcriptome analysis of the intratracheally transferred fibroblasts revealed that the sub-cluster not only downregulated expression of TGF-β-associated pro-fibrotic genes, including *Acta*2, *Col1a1*, *Ctgf*, and *Serpine1*, but also upregulated expression of the anti-fibrotic genes *Dcn*, *Igfbp5*, and *Mmp3* in activated lung fibroblasts. Collectively, these findings indicated that upregulation of the miR-19a-19b-20a sub-cluster expression in lung fibroblasts counteracted TGF-β-associated pathogenic activation of fibroblasts in murine pulmonary fibrosis.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a chronic, progressive, and irreversible type of idiopathic interstitial pneumonia. Due to a lack of effective therapies, the median survival for IPF is from 2.5 to 3.5 years after diagnosis^1^. Currently, lung transplantation is the most effective treatment for IPF, but is associated with serious side effects, such as immune rejection of the graft and increased susceptibility to infection due to immunosuppressive agents.

Fibrosis results from inappropriate wound-healing processes involving repetitive lung injury, inflammation, and exaggerated deposition of extracellular matrix (ECM), such as type I collagen (Col1), leading to the destruction of tissue architecture. Activated fibroblasts, referred to as α-smooth muscle actin (α-SMA)-expressing myofibroblasts, are the major producers of Col1 in fibrotic tissues^2^. Transforming growth factor-beta (TGF-β) plays pivotal roles in fibroblast activation by stimulating TGF-β receptor, resulting in the expression of pro-fibrotic genes, such as connective-tissue growth factor (CTGF)^3^. Platelet-derived growth factor (PDGF) receptor signaling also contributes to fibroblast activation through cell migration and proliferation^4^. Accordingly, regulation of lung fibroblast activation by modulating these signaling pathways represents an attractive therapeutic strategy against pulmonary fibrosis.

MicroRNAs (miRNAs) are a class of small endogenous noncoding RNAs of approximately 22 nucleotides in length. miRNAs negatively regulate the expression of target genes mainly by binding to the 3′ untranslated region (UTR) of the gene, thereby modulating various biological processes^5^. In humans, >45,000 miRNA-target sites have been identified, with miRNAs targeting >60% of protein-coding genes^6^. miRNAs have been implicated in a range of diseases, including cancer^7^, degenerative neurological disease^8^ and inflammatory disease^9^.

A number of miRNAs have been implicated in IPF and pulmonary fibrosis models, including the miR-17~92 cluster^10^, miR-19a,b^11^, miR-21^12^, miR-26a,b^13,14^, miR-29^15^, miR-145^16^, miR-155^17^, and let-7d^18^. In rat models of pulmonary fibrosis, miRNA-expression profiling and proteomics studies suggest that miRNAs influence the proliferative, migratory, invasive, and survival properties of lung cells in the early phase of the disease^19^. However, because most previous studies analyzed miRNAs expressed in whole-lung tissue, the dynamics and roles of miRNAs in fibroblasts of fibrotic lung remain elusive.

In this study, we performed global miRNA-expression profiling of lung fibroblasts during bleomycin-induced transient pulmonary fibrosis and silica-induced progressive pulmonary fibrosis using Col1(α)2-green fluorescent protein (*Col1a2*-GFP)-reporter mice to specifically isolate fibroblasts directly from mouse lungs. We identified the miR-19a-19b-20a sub-cluster, a member of fibrosis-associated miRNA signatures, as a suppressor of TGF-β-associated lung fibroblast activation *in vitro*. Pathway analysis of target genes associated with miRNA signatures also suggested a broad contribution of the miR-19a-19b-20a sub-cluster in TGF-β signaling.

## Results

### Identification of pulmonary fibrosis-associated miRNA signatures by global miRNA-expression profiling of lung fibroblasts

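Lung fibroblasts were sorted from mice whose *Col1a2* promoter drives GFP, so that collagen-producing cells can be collected by their fluorescence. Bleomycin, a DNA-damaging antibiotic, causes a transient fibrosis of the lung, and silica particles cause a progressive fibrosis. 7 small RNA libraries were analysed, with 1 library for untreated mice (day 0) and 1 library for each of days 7, 14, and 28 after bleomycin and after silica. The sample labels give doses of 1.25 mg/kg bleomycin and 400 mg/kg silica. With 1 library per condition, no difference between conditions has a replicate check. The authors trimmed the reads, counted tags on miRBase version 19, and normalized each library to 80000 tags. The deposited values are these normalized tag counts, rounded up to whole numbers, for 401 miRNAs. They sum to 80066 in the untreated library, 80147, 80138, and 80084 in the bleomycin libraries of days 7, 14, and 28, and 80157, 80141, and 80138 in the silica libraries. Before normalization the depth was unequal. The spacing of the values gave 13769 tags for the untreated library, 31916 and 28759 tags for bleomycin days 14 and 28, and 59815, 61134, and 65246 tags for silica days 7, 14, and 28. For bleomycin day 7 no total below 80000 tags gave whole tags, and the smallest total that did was 91370 tags, which was used as a lower limit. It is a lower limit only if this library was scaled once, since averaging 2 normalized runs could also remove a single step. Tag counts above 0 were found for 154 miRNAs in the untreated library and for 320, 232, and 199 miRNAs in the bleomycin libraries in order of day. In the silica libraries the numbers were 276, 268, and 259. A tag count of 17.4 in the untreated library corresponds to 3 tags, the smallest amount taken as detectable, against 7.52 and 8.35 at bleomycin days 14 and 28 and 4.01, 3.93, and 3.68 in the silica libraries. The lower limit of depth at bleomycin day 7 gives 2.63. Intervals below are 95% intervals, from Wilson's method for a tag count and from resampling the tags for a fold change, and cover counting error only. A tag count of 0 stays at 0 when the tags are resampled, so the interval of a fold change from 0 leaves out the counting error of the untreated library and is too narrow. Fold changes are differences of log2(X + 1) from the untreated library, and for low miRNAs their size depends on the 1 that is added. Scaling each library by the median ratio of 131 miRNAs with a tag count above 0 in every library, in place of the common total, multiplies the tag counts relative to the untreated library by a factor whose log2 is -0.33, -0.17, and 0.03 in the bleomycin libraries and -0.46, -0.43, and -0.36 in the silica libraries. With 1 added to each tag count, the fold change of a low miRNA moves by a different amount.

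**Figure D1:**
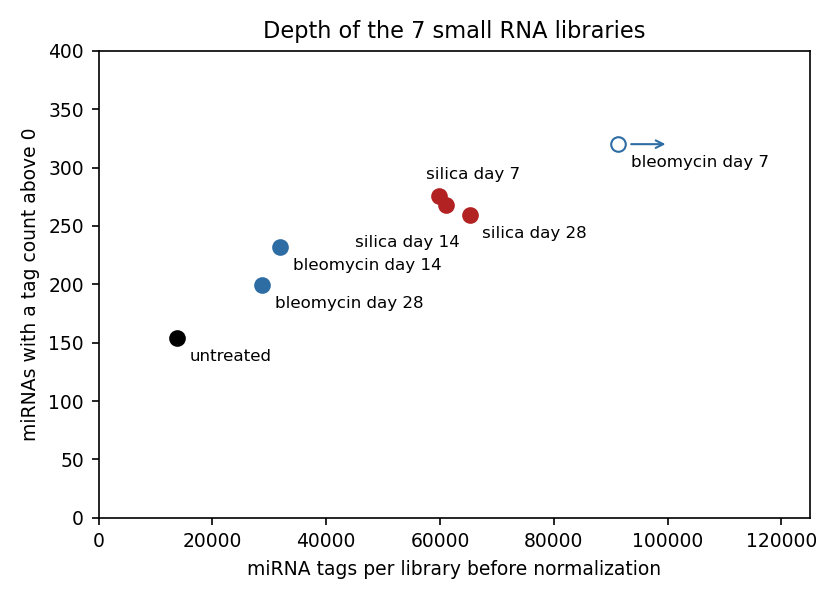
Number of miRNAs with a tag count above 0 against the number of miRNA tags before normalization, 1 point per library (black, untreated; blue, bleomycin; red, silica). The untreated library has 13769 tags and 154 miRNAs, and the open point with an arrow marks the lower limit of 91370 tags for bleomycin day 7, with 320 miRNAs.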

To measure global miRNA-expression patterns in activated lung fibroblasts, we performed global miRNA-expression profiling on fibroblasts isolated from untreated, bleomycin-treated, and silica-treated mice on days 7, 14, and 28 post-treatment. We identified 165 miRNAs that were differentially expressed with a fold-change ≥2 between at least two time points. These miRNAs were grouped based on their expression kinetics using the WGCNA and CLICK methods^20,21^ (Fig. 1A; see Supplemental Table S3 for the full list of miRNAs in each group). 

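Of the 401 miRNAs, 179 had a maximum tag count of at least 10. Among these, 165 differed at least 2-fold between their highest and lowest library, with a tag count of 0 taken as at least 2-fold below the maximum, and 14 did not. The highest tag count was in silica day 7 for 47 of the 165 miRNAs and in bleomycin day 7 for 31. The lowest was in the untreated library for 79. The untreated library listed 40 of them at 0. For the 115 miRNAs above 0 in every library the median ratio of highest to lowest tag count was 4.17, and the largest ratio was 93.5, for miR-20a (561 at silica day 7 against 6 in the untreated library). The maximum tag count was below 50 for 79 of the 165 miRNAs, and a filter at 50 in place of 10 left 86 changed miRNAs. In the 6 libraries whose total could be recovered, 111 of 365 miRNAs had tags that differed between libraries beyond counting noise (Monte Carlo multinomial test with 10000 draws, Benjamini-Hochberg adjusted p under 0.05), and 98 of these were among the 165. When bleomycin day 7 was included at its lower limit of depth, 109 of the 165 differed beyond counting noise and 56 did not. This multinomial test compares these libraries, not the conditions.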

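The paper's groups hold 50 miRNAs in B1, 69 in Y1, 24 in B2, and 16 in Y2, and 6 miRNAs were left ungrouped (grey). The profile was clustered again with the power of 8 on log2(X + 1) tag counts. Average linkage on the topological overlap replaced the WGCNA and CLICK programs, and 2 modules were each split by the sign of the correlation with the first principal component. This gave clusters of 124, 40, and 1 miRNAs. The first held 49 of the 50 B1 miRNAs together with 68 of the 69 Y1 miRNAs, and the second held all 24 B2 miRNAs together with 14 of the 16 Y2 miRNAs. The adjusted Rand index against the paper's groups, which is 1 for identical groupings, was 0.402. With k-means and 4 clusters it was 0.663, and 44 B1 miRNAs and 57 Y1 miRNAs then fell into different clusters. In the clustering by topological overlap, 1 of the 2 modules held only 1 miRNA. The other was split by sign alone, which could hardly part B1 from Y1 or B2 from Y2. The index of 0.402 therefore reflects this cut and does not test the paper's groups.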

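At bleomycin day 7 the median log2 fold change against the untreated library was 1.29 (interval 1.09 to 1.66) for the 50 miRNAs of group B1, and 48 of them were higher. For the 69 miRNAs of group Y1 the median was 2.98 (2.81 to 3.32), and 66 were higher. The median was -0.94 (-1.52 to -0.77) for the 24 miRNAs of group B2, of which 22 were lower, and -0.75 (-1.29 to -0.39) for the 16 miRNAs of group Y2, of which 14 were lower. At day 14 the median of group B1 was 0.00 (-0.06 to 0.11) and that of group B2 was 0.04 (-0.27 to 0.38). Group Y1 had a median of 2.13 (2.00 to 3.17) at day 14, with all 69 miRNAs higher than untreated, and group Y2 had a median of -1.17 (-1.85 to -0.98), with all 16 lower. At day 28 the medians were 0.02 (0.00 to 0.33) in B1, 0.92 (0.44 to 1.62) in Y1, -0.12 (-0.43 to 0.23) in B2, and -0.65 (-1.02 to -0.38) in Y2. In group Y1, 34 miRNAs were at 0 in the untreated library. They could not be lower in a treated library, and the intervals of Y1 are too narrow. With a pseudocount of 10 the median of Y1 at bleomycin day 7 was 1.12. The groups were made from these same tag counts, so the medians are not an independent test of them. Among members with a mean tag count of at least 100 and the same direction in all 3 silica libraries, the largest changes at bleomycin day 7 in group B1, after miR-20a, were in miR-30d (407 untreated and 2705 at day 7) and miR-30b (35 and 226). In group Y1 they were in miR-18a (0 and 218), miR-146b (24 and 1385), and miR-34a (12 and 436). In group B2 miR-192 had tag counts of 285 and 56, miR-342 had 1186 and 280, and miR-145a, the most abundant miRNA in every library, had 14497 and 8305. Among the members of group Y2 that fell, the group was led by miR-125a (10807 and 2670), miR-125b (2923 and 1921), and miR-26b (1337 and 947). A value listed as miR-29b-1 in this group went the other way, with a log2 fold change of 0.52 at bleomycin day 7. In the silica libraries it was lower than untreated (-1.11, -1.12, and -0.52).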

Within the four miRNA groups identified, groups B1 and Y1 were transiently upregulated and groups B2 and Y2 were transiently downregulated on day 7 in bleomycin model (Fig. 1A). Notably, these expression changes were maintained in the silica-induced chronic pulmonary fibrosis model until at least day 28 post-administration, and no miRNA specifically expressed in the late phase of silica-induced chronic pulmonary fibrosis, was found (Fig. 1A). These results suggest that these miRNAs are associated with pulmonary fibrosis progression independent of the experimental model.

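In the silica libraries of days 7, 14, and 28 the median log2 fold change of group B1 was 1.28, 1.20, and 1.28, and 48 of its 50 miRNAs were higher than untreated at day 28. Group Y1 had medians of 3.22, 2.32, and 2.32, with 65 of 69 miRNAs higher at day 28. In group B2 the medians were -0.92, -1.12, and -1.31, with 23 of 24 miRNAs lower at day 28, and in group Y2 they were -1.15, -0.94, and -1.10, with 15 of 16 lower. The intervals at silica day 28 were 1.06 to 1.64 for B1, 2.00 to 3.00 for Y1, -1.83 to -0.89 for B2, and -1.50 to -0.70 for Y2. None of the 4 includes 0, but the groups were formed from these same libraries, so this is not an independent test. The interval of Y1 is too narrow, since 34 of its miRNAs were at 0 in the untreated library. With a pseudocount of 10 the median of Y1 at silica day 28 was 0.85. Against the untreated library, 63 miRNAs at silica day 7, 59 at day 14, and 59 at day 28 had different tags. The numbers were 28 at bleomycin day 14, 17 at day 28, and 57 at bleomycin day 7 at the lower limit of its depth. They came from 2-sided Fisher's exact tests with a Benjamini-Hochberg adjusted p under 0.05 over all miRNAs of each pair. These exact tests compare pairs of libraries, not conditions, and the bleomycin libraries of days 14 and 28 are shallower than the silica libraries. With a maximum tag count of at least 10, 0 miRNAs were at least 2-fold higher at silica day 28 than in each of the other 6 libraries. The same count was 0 at silica day 14, 9 at silica day 7, 6 at bleomycin day 7, 6 at bleomycin day 14, 1 at bleomycin day 28, and 4 in the untreated library. At a 1.5-fold threshold, 1 miRNA was specific to silica day 28, miR-181c, with a tag count of 15 (8.42 to 25.7) against 10 (4.54 to 19.3) at silica day 7, a difference within the intervals.

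**Figure D2:**
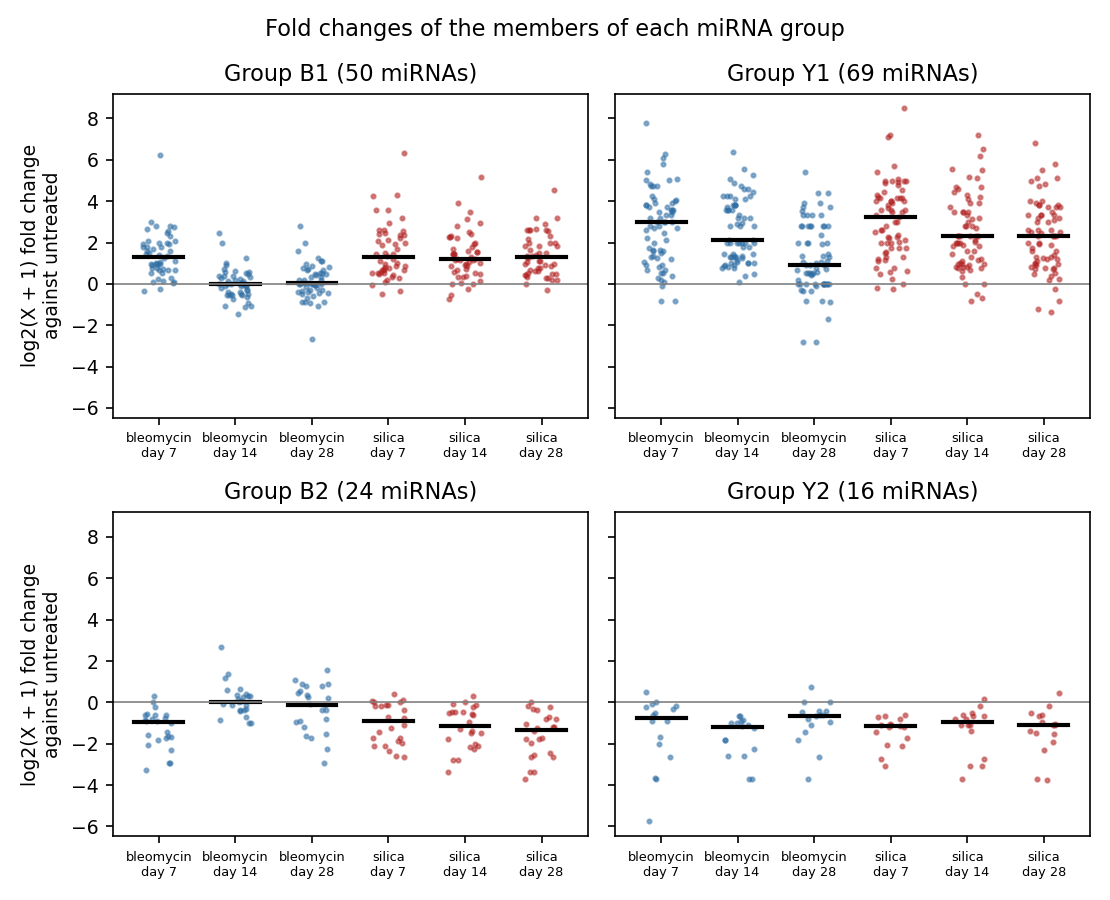
Difference of log2(X + 1) tag counts from the untreated library for each member of groups B1, Y1, B2, and Y2 (vertical axis) in the 6 treated libraries (horizontal axis; blue, bleomycin; red, silica), with 1 point per miRNA and a black bar at the median. The bar of group B1 is at 0.00 at bleomycin day 14 and at 1.20 at silica day 14, and that of group Y2 is at -1.17 and -0.94.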

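Of the 165 miRNAs, 149 lay on the same side of the untreated library at day 7 in both models. Compared with bleomycin day 7, the sign was the same for 118 miRNAs at bleomycin day 14 and for 106 at bleomycin day 28, and for 153 at silica day 14 and 150 at silica day 28. All 6 treated libraries share the same untreated library, so an error in its tag counts moves every comparison the same way. Part of this agreement in sign can therefore arise without a common change, and how much was not simulated. The 40 miRNAs at 0 in the untreated library could not be lower in any treated library, so their sign was largely fixed beforehand. From groups that rose or fell at day 7 with bleomycin and stayed changed to day 28 with silica, the paper proposes that these miRNAs are tied to the progression of fibrosis whichever agent induced it.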

**Figure 1:**
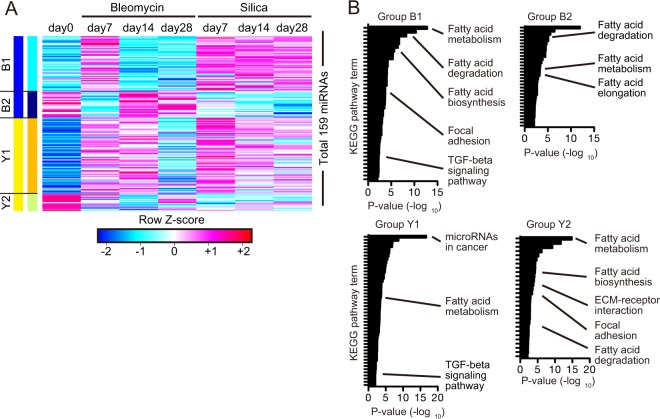
Global expression profile of miRNAs in the activated lung fibroblasts of multiple lung fibrosis models. (**A**) Global miRNA-expression profile of fibroblasts from bleomycin- and silica-treated murine lungs on days 7, 14, and 28, as well as those of untreated mice on day 0. The heat map represents the group of differentially expressed miRNAs determined based on the WGCNA and CLICK methods. Each column represents the group and time point, and each row represents an individual miRNA. (**B**) KEGG pathway enrichment analysis of target genes associated with the miRNA signatures. The enrichment significance of the KEGG pathways was calculated using DIANA-miRPath version 3.0 with Tarbase version 7.0. *P*-values were calculated for each term using a two-sided hypergeometric test with Benjamini-Hochberg correction. See also Supplemental Tables S3 and S4.

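The restriction to a mean tag count of at least 10 over the 7 libraries kept 43 of the 50 miRNAs in group B1, 48 of 69 in Y1, 20 of 24 in B2, and 12 of 16 in Y2. The median of the mean tag counts was 54.4 in B1, 16.1 in Y1, 31.9 in B2, and 17.1 in Y2. Of the Y1 miRNAs that passed, 15 were at 0 in the untreated library. Group B1 held 19.7% of all tags on average and group Y1 held 7.20%, against 22.6% in B2 and 16.0% in Y2. The 3 most abundant miRNAs made up 45.4% of the tags of B1 and 43.2% of those of Y1. In group B2 the 3 most abundant made up 94.7% of the tags, and in Y2 they made up 79.1%.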

To determine the biological functions associated with these miRNA signatures, we performed KEGG pathway analysis of predicted miRNA-target genes (see Supplemental Table S4 for the full list of significantly enriched KEGG pathways for each group). We found that genes associated with the TGF-β-signaling pathway were enriched in the predicted targets of miRNAs in groups B1 and Y1, but not in groups B2 and Y2 (Fig. 1B). By contrast, ECM-receptor interactions were only associated with group Y2. 

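Group B1 entered the pathway analysis with miR-99a as its most abundant miRNA (mean tag count 2946), and group Y1 entered with miR-214 (mean tag count 989). The paper's reported p-value for the TGF-β-signaling pathway in Supplemental Table S4 is 0.00456 for group B1, with 50 target genes and 33 miRNAs, and 0.00809 for group Y1, with 50 target genes and 30 miRNAs. The target predictions behind these p-values were not recomputed here.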

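The most abundant miRNA of group Y2 was miR-125a, with a mean tag count of 6032, and the lowest mean tag count in the group was 2.00. The paper's reported p-value for ECM-receptor interaction in this group is 0.000153, with 36 target genes and 12 miRNAs, and 12 is also the number of Y2 miRNAs with a mean tag count of at least 10.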

Because miRNAs are post-transcriptional gene repressors, these results indicated that the miRNAs in groups B1 and Y1 might suppress TGF-β-signaling-pathway related genes in fibrotic lung fibroblasts, and that the miRNAs in group Y2 might suppress ECM-receptor-interaction-related genes. Interestingly, fatty acid metabolism-related pathways (fatty acid metabolism, degradation, biosynthesis, and elongation) were highly enriched in all of the miRNA signatures (Fig. 1B).

### miR-19a-19b-20a sub-cluster is associated with TGF-β-signaling pathway

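A mean tag count above 100 over the 7 libraries was found for 30 miRNAs of groups B1 and Y1, 19 in B1 and 11 in Y1. Over the 6 libraries of treated mice alone the number was 34. The highest mean among the 30 was that of miR-99a, followed by miR-130a (2659) and miR-30a (1570), and the lowest was that of let-7c (109).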

Within groups B1 and Y1, we selected miRNAs with mean tag count higher than 100 in the global miRNA-expression profile, and chose the guide strands of either 5p or 3p from these miRNAs. Next, we analyzed the predicted target genes, associated with the TGF-β-signaling pathway, and whose predicted scores had been described in TarBase version 7.0. 

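All 23 miRNAs drawn in Fig. 2A, 13 from group B1 and 10 from group Y1, had a mean tag count above 100, with a median of 389. The other 7 of the 30 miRNAs above 100 are miR-99a, miR-100, miR-10a, miR-320, miR-365, miR-378a, and miR-199a. At bleomycin day 7 all 23 were higher than in the untreated library, with log2 fold changes from 0.10 to 7.77 and a median of 1.80. At silica day 7 all 23 were higher, from 0.55 to 8.50 with a median of 2.24. At bleomycin day 14, 20 of the 23 were higher, with a median of 0.90 and a lowest value of -1.06, and at bleomycin day 28, 18 were higher, with a median of 0.67 and a lowest value of -0.87. At silica day 14, 22 were higher, with a median of 1.97 and a lowest value of -0.23, for miR-29c, and at silica day 28 all 23 were higher, with a median of 1.81.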

We found 23 miRNAs with relatively high expression and predicted TGF-β-associated target genes with scores were more than 0.5 (Fig. 2A). Among them, miR-19a, 19b, and 20a formed a sub-cluster, within 400 bp of genomic region. 

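In the GRCm38 assembly with GENCODE release M21, the gene of miR-19a lies on chromosome 14 from 115044000 to 115044081, that of miR-20a from 115044157 to 115044263, and that of miR-19b (Mir19b-1) from 115044305 to 115044391, all on the + strand. From the start of miR-19a to the end of miR-19b the region spans 392 bp. The genes of miR-17 (115043671 to 115043754), miR-18a (115043851 to 115043946), and miR-92a (115044427 to 115044506) flank them, and all 6 lie in exon 2 of the noncoding host gene Mir17hg (115042879 to 115046727). The mature miR-19a-3p, UGUGCAAAUCUAUGCAAAACUGA, is encoded from 115044048 to 115044070, and the mature miR-20a-5p, UAAAGUGCUUAUAGUGCAGGUAG, from 115044183 to 115044205. The deposited profile reports miR-19b as 1 value for the genes Mir19b-1 and Mir19b-2, so its tags cannot be assigned to this region alone. The 6 miRNAs of the region had a median log2 fold change of 3.13 at bleomycin day 7, higher than 99.6% of 10000 random lists of 6 miRNAs matched on mean tag count, and of 4.09 at silica day 7, higher than 99.9% of such lists. At bleomycin day 28 the median was 0.47, higher than 60.3% of the lists. All 6 miRNAs belong to groups B1 and Y1, which were formed from these same libraries, so a high rank at day 7 is not an independent test.

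**Figure D3:**
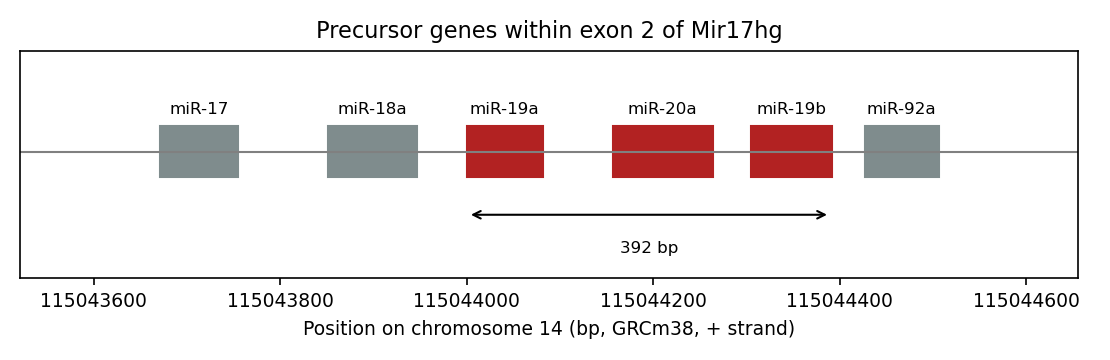
Map of the genes of miR-17, miR-18a, miR-19a, miR-20a, miR-19b, and miR-92a on chromosome 14 (horizontal axis, position in bp in GRCm38), with the genes of miR-19a, miR-20a, and miR-19b in red and the others in grey, drawn to scale. The grey line is Mir17hg, and the arrow marks the 392 bp from the start of miR-19a to the end of miR-19b.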

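In the untreated library miR-19a had a tag count of 12 (interval 3.19 to 42.4), from 2 tags, miR-20a had a tag count of 6 (1.03 to 32.9), from 1 tag, and miR-19b had a tag count of 198 (141 to 276), from 34 tags. At bleomycin day 7 the tag count of miR-19a was 153 (131 to 177), that of miR-20a was 520 (479 to 563), and that of miR-19b was 1295 (1231 to 1362). These intervals at bleomycin day 7 rest on the lower limit of its depth. At silica day 7 the tag counts were 403 (360 to 451) for miR-19a, 561 (509 to 616) for miR-20a, and 1853 (1758 to 1951) for miR-19b. The log2 fold changes at silica day 7 were 4.96 for miR-19a (interval 3.66 to 8.73, adjusted p = 3.06e-23), 6.33 for miR-20a (4.77 to 9.23, adjusted p = 6.05e-35), and 3.22 for miR-19b (2.79 to 3.80, adjusted p = 4.05e-80), from Fisher's exact test on the tags of these pairs of libraries with Benjamini-Hochberg adjustment. At bleomycin day 7 they were 3.57, 6.22, and 2.70. At bleomycin day 14 the tag counts were 56 for miR-19a, 38 for miR-20a, and 469 for miR-19b, and only miR-19b differed from the untreated library (adjusted p = 6.58e-06, against 0.150 for miR-19a and 0.284 for miR-20a, Fisher's exact test). With 1 and 2 tags in the untreated library, the size of the increase of miR-20a and miR-19a is known only within these wide intervals. All 3 remained higher than untreated at day 7 in both models under each scaling and pseudocount tried.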

Consistent with the global miRNA-expression profile, qPCR revealed a significant increase of miR-19a, 19b, and 20a-expression in activated fibroblasts in the early phase of bleomycin and silica models (Fig. 2B). 

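The mouse gene Tgfbr2 lies on the - strand of chromosome 9 (116084293 to 116175360, GRCm38). The longer of its 2 annotated transcripts has a 3′ UTR of 6085 bases (116084293 to 116090377). In this 3′ UTR the sequence TTTGCAC, complementary to positions 2 to 8 of miR-19a-3p, occurs 1 time, from 116090077 to 116090083. The sequence GCACTTTA, complementary to positions 1 to 8 of miR-20a-5p, also occurs 1 time, and its first 7 bases lie from 116090074 to 116090080, so that the sites overlap. Both are in exon 8, within the 40 bases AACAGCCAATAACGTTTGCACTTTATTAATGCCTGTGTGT (116090058 to 116090097). No other match to positions 2 to 8 of either miRNA was found in this 3′ UTR.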

Interestingly, miR-19a-19b-20a sub-cluster, as a whole, had 12 predicted TGF-β-associated target genes, each miRNA predicted to target Tgfbr2, a cell surface receptor of TGF-β1. Therefore, we focused on miR-19a-19b-20a sub-cluster as a candidate that regulates fibroblast activation by suppressing TGF-β-signaling.

**Figure 2:**
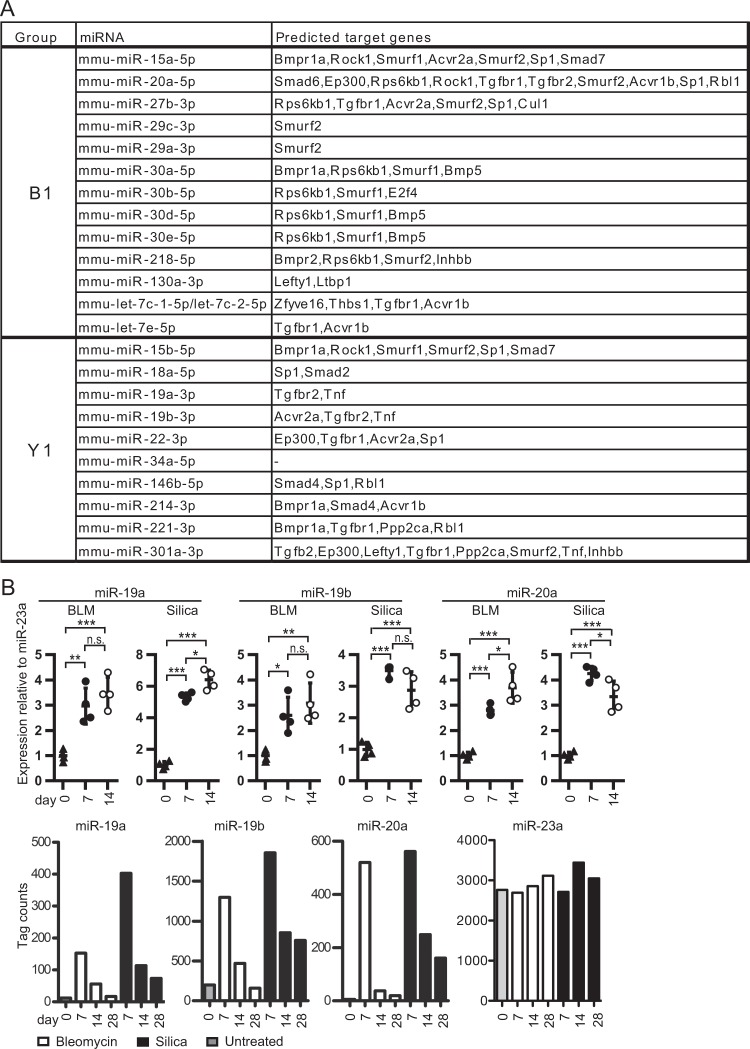
The miR-19a-19b-20a sub-cluster is associated with a part of TGF-β-signaling-associated genes. (**A**) TGF-β-signaling-pathway associated miRNAs in groups B1 and Y1 identified using DIANA-miRPath version 3.0 with Tarbase version 7.0. The number of TGF-β-signaling genes associated with each mature miRNA is shown. (**B**) qPCR validations of miR-19a, 19b and 20a expression in fibroblasts from bleomycin- and silica-treated murine lungs on days 7 and 14, as well as untreated mice on day 0. The relative changes in gene expression were analyzed by the 2^−ΔΔCT^ method. qPCR and global miRNA-expression data showed similar trends related to expression kinetics. Graphs of the qPCR data show the mean ± SEM (*n* = 4). *P < 0.05; **P < 0.01; ***P < 0.001, one-way ANOVA with Tukey-Kramer’s multiple-comparison post hoc test. Cohen’s effect size d in these data was >0.7. (**C**) Details of the TGF-β signaling pathway-related genes potentially targeted with mmu-miR-19a-3p, 19b-3p, 20a-5p and 20a-3p.

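miR-23a had tag counts of 2760 (2526 to 3014) in the untreated library, 2712, 3440, and 3047 in the bleomycin libraries of days 7, 14, and 28, and 2690, 2855, and 3115 in the silica libraries. Its log2 fold changes lay between -0.04 and 0.32. The largest, at bleomycin day 14, differed from the untreated library (adjusted p = 0.000234, Fisher's exact test on the tags of these 2 libraries). miR-23a is the reference of the paper's qPCR, and its range depends on the scaling. Under median-of-ratios scaling its log2 fold changes were -0.35, 0.15, and 0.18 in the bleomycin libraries and -0.50, -0.38, and -0.19 in the silica libraries. In the silica libraries of days 14 and 28 the tag counts were 114 and 74 for miR-19a, 249 and 161 for miR-20a, and 855 and 759 for miR-19b. In the bleomycin library of day 28 they were 17, 20, and 159.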

### miR-19a-19b-20a sub-cluster directly suppresses Tgfbr2 protein expression in primary lung fibroblasts

To investigate whether the miR-19a-19b-20a sub-cluster regulates endogenous Tgfbr2 protein levels in primary lung fibroblasts, we retrovirally transduced the sub-cluster and the reporter gene ∆hLNGFR (hCD271) into *Col1a2*-GFP fibroblasts (Supplemental Fig. S1A). Transduction efficiencies were similar between the control and the miR-19a-19b-20a sub-cluster vectors, and >60% in all samples (Supplemental Fig. S1C). We observed that miR-19a, 19b and 20a-expression levels were significantly higher in hCD271^+^ fibroblasts transduced with the miR-19a-19b-20a sub-cluster-vectors (sub-cluster fibroblasts) as compared with those transduced with a control vector (control fibroblasts) (Fig. 3A). Because the half-life of *Tgfbr2* mRNA and Tgfbr2 protein was estimated to be between 1 and 5 h (average: 2–3 h)^22^, *Tgfbr2* mRNA and Tgfbr2 protein expression were measured at 5-h post-infection. We found that *Tgfbr2* mRNA expression did not change significantly (Fig. 3B); however, Tgfbr2 protein levels were significantly downregulated at 5-hour post-infection (Fig. 3C). To determine whether the miR-19a-19b-20a sub-cluster directly regulates Tgfbr2 protein levels, we assessed interactions between the miR-19a-19b-20a sub-cluster and the 3′ UTR of *Tgfbr2* mRNA. We found that the 3′ UTR of *Tgfbr2* mRNA contains 8-mer target sequences of each miRNA (Fig. 3D). A luciferase-reporter assay revealed that the miR-19a-19b-20a sub-cluster suppressed the expression of the wild-type *Tgfbr2* 3′ UTR reporter, but not that of the mutant *Tgfbr2* 3′ UTR reporters (Fig. 3E,F). These results suggested that the miR-19a-19b-20a sub-cluster suppressed Tgfbr2 protein levels by targeting the *Tgfbr2* 3′ UTR sequence in lung fibroblasts.

**Figure 3:**
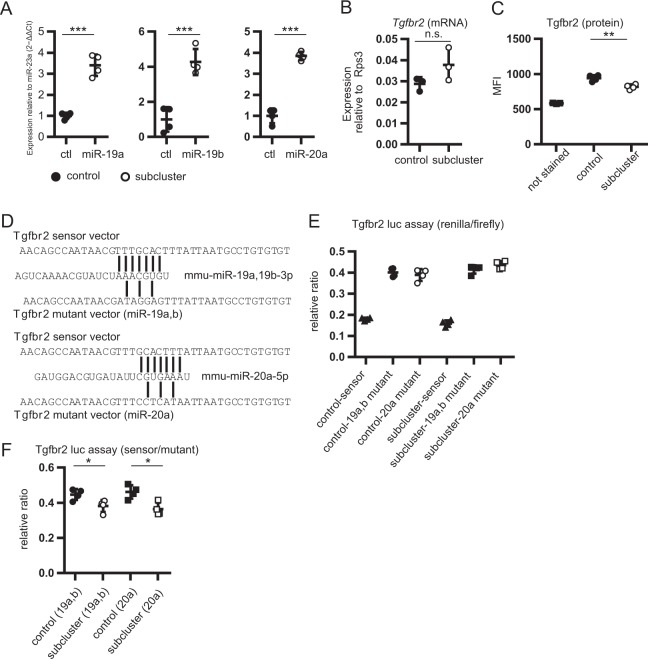
The miR-19a-19b-20a sub-cluster suppresses TGFBR2 protein expression post-transcriptionally by targeting the *Tgfbr2* 3′ UTR sequence in primary lung fibroblasts. (**A**) miR-19a, 19b and 20a expression measured in hCD271^+^ fibroblasts transduced with miR-19a-19b-20a sub-cluster vector was higher than that observed in hCD271^+^ fibroblasts transduced with control vector according to qPCR. (**B**) Tgfbr2 mRNA-expression levels in transduced fibroblasts analyzed by qPCR. (**C**) TGFBR2 protein levels in the transduced fibroblasts analyzed based on MFI. Cells were stained with PE-conjugated anti-hCD271 and APC-conjugated anti-TGFBR2 antibodies. The MFIs of APC conjugates in hCD271^+^ cells were measured by flow cytometry. (**D**–**F**) mmu-miR-19a-3p, 19b-3p and 20a-5p directly targets *Tgfbr2* 3′ UTR. (**D**) Diagram of the complementarity between each miRNAs, the wild-type *Tgfbr2* 3′ UTR, and the each mutant *Tgfbr2* 3′ UTR sequences. (**E**) Luciferase-reporter analysis of the interaction between each miRNAs and the *Tgfbr2* 3′ UTR. The each of control/ sub-cluster-expression vector, and each of the sensor/mutant vectors were co-transfected into HEK293T cells using Lipofectamine LTX and cultured for 24 h. (**F**) The relative ratio of sensor vector to mutant vector in (**E**). Graphs show the mean ± SEM (*n* = 4; **A**,**C**,**E** and **F**) and (*n* = 3; B). (**A**–**C** and **F**) *P < 0.05; **P < 0.01; ***P < 0.001, Student’s *t*-test. Cohen’s effect size d in these data was >0.8.

### miR-19a-19b-20a sub-cluster inhibits TGF-β1-mediated activation of primary lung fibroblasts

To assess the effect of the miR-19a-19b-20a sub-cluster on TGF-β1-mediated lung fibroblast activation, we measured *Acta2* expression and *Col1a2*-promoter activity, both major downstream targets of TGF-β1, in primary lung fibroblasts in the presence and absence of TGF-β1 stimulation. Because the half-life of *Acta2* mRNA is estimated at ~18 h, and the half-life of Acta2 protein is ~59 h^23^, the transduced fibroblasts were analyzed at 4-days post-infection. Flow-cytometric analysis revealed that the sub-cluster fibroblasts expressed significantly lower levels of α-SMA and *Col1a2*-GFP as compared with control fibroblasts (Supplemental Fig. S2A,B). When stimulated with TGF-β1 for 24 h after transduction, the sub-cluster fibroblasts expressed significantly lower levels of *Acta2* mRNA as compared with control fibroblasts (Fig. 4A). Similar results were obtained using primary lung fibroblasts from *Acta2*-Kusabira Orange2 × *Col1a2*-GFP mice transduced with the miR-19a-19b-20a sub-cluster (Fig. 4B,C).

**Figure 4:**
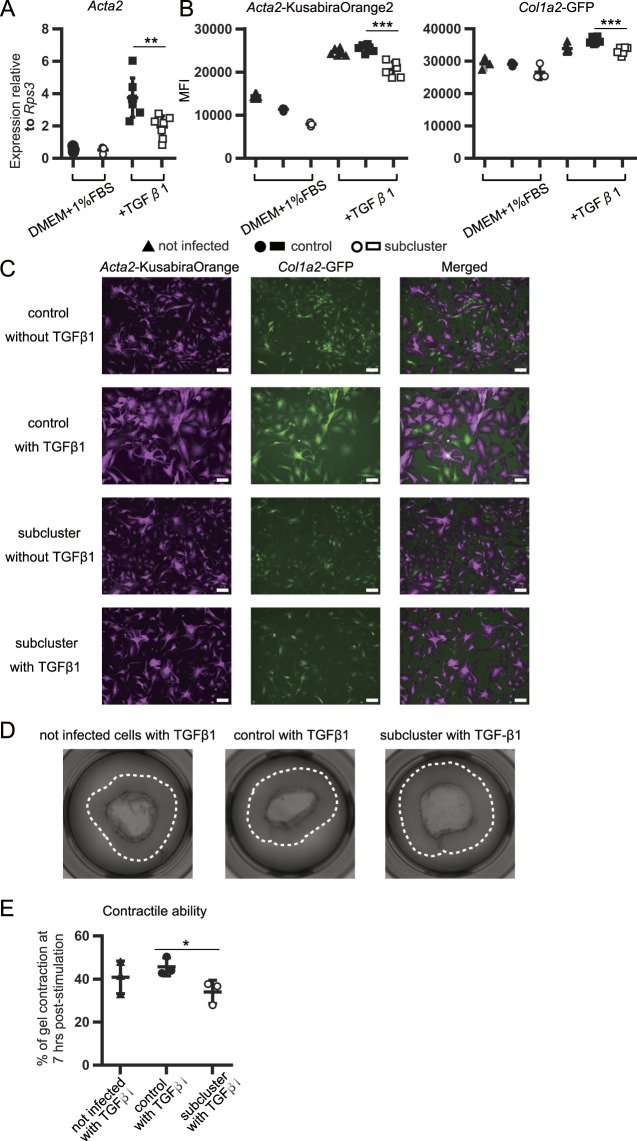
The miR-19a-19b-20a sub-cluster inhibits activation of primary lung fibroblasts *in vitro*. (**A–C**) Primary lung fibroblasts transduced by retrovirus were cultured with 1% FBS + DMEM for 12 h, followed by a change of medium to 1% FBS + DMEM in the presence or absence of TGF-β1. (**A**) Effect of the miR-19a-19b-20a sub-cluster on TGF-β1-mediated expression of *Acta2* mRNA in primary lung fibroblasts. qPCR measurement of mRNA expression after a 36-h stimulation with TGF-β1 (10 ng/mL). (**B**) Effect of the miR-19a-19b-20a sub-cluster on *Acta2*- and *Col1a2*-promoter activity in *Acta2*-Kusabira Orange2 × *Col1a2*-GFP fibroblasts under TGF-β1-stimulated conditions. Flow-cytometric analysis of the MFIs associated with *Acta2*-Kusabira Orange2 and *Col1a2*-GFP fibroblasts in hCD271^+^ cells after a 36-h stimulation with TGF-β1 (10 ng/mL). (**C**) Fluorescent images of *Acta2*-Kusabira Orange2 × *Col1a2*-GFP fibroblasts after a 36-h stimulation with TGF-β1 (10 ng/mL). *Acta2*-Kusabira Orange2 (magenta) and *Col1a2*-GFP (green). Scale bars: 100 μm. Representative images (*n* = 3) are shown. (**D**,**E**) Effect of the miR-19a-19b-20a sub-cluster in the contractile activity of primary lung fibroblasts in the presence or absence of TGF-β1 stimulation. *Col1a2*-GFP fibroblasts (3 × 10^4^) transduced by retrovirus were plated on collagen gels. After 2 h, the gels were mechanically loosened from the sides of the wells, and the cells were cultured in medium containing TGF-β1 (10 ng/mL) and 1% FBS + DMEM. The surface area of the collagen gel was measured using ImageJ at 0- and 7-h post-stimulation, and the percentage of gel contraction in each cell group was calculated. (**D**) Gel images at 7-h post-stimulation. Dashed line shows the size of the gels at the stimulation-start point. Representative images (*n* = 3) are shown. (**E**) Percentage of collagen gel contraction at 7-h post-stimulation. Graphs show the mean ± SEM (*n* = 7; **A**), (*n* = 6; **B**), and (*n* = 3; **E**). *P < 0.05; **P < 0.01; ***P < 0.001, Student’s *t*-test (**A**,**B**, and **E**). Cohen’s effect size d in these data was >1.8.

We then evaluated the effect of the miR-19a-19b-20a sub-cluster on the TGF-β1-dependent contractile ability of lung fibroblasts using a collagen gel-contraction assay. In the presence of TGF-β1 stimulation, collagen gel-surface areas were larger in the sub-cluster fibroblasts as compared with control fibroblasts, suggesting that the miR-19a-19b-20a sub-cluster inhibited the TGF-β1-dependent contractile ability of lung fibroblasts (Fig. 4D,E). These results demonstrated that the miR-19a-19b-20a sub-cluster inhibited TGF-β1-induced upregulation of α-SMA expression, *Col1a2*-promoter activity, and contractile ability in lung fibroblasts.

### miR-19a-19b-20a sub-cluster regulates fibroblast activation in the fibrotic lung

To evaluate whether the miR-19a-19b-20a sub-cluster overexpression suppresses fibroblast activation in fibrotic lung, we transferred sub-cluster fibroblasts or control fibroblasts intratracheally into the lungs of mice at day 7 post-bleomycin administration. Because intratracheally transferred fibroblasts become incorporated into fibrotic lesions in the bleomycin-treated lung at 3-days post-transfer^24^, we analyzed transferred fibroblasts at this time point (Fig. 5A). Donor fibroblasts were identified by *Col1a2*-GFP expression, whereas gene-transduced donor fibroblasts were identified by hCD271 expression. The transduction efficiency for all samples before and after intratracheal transfer was >96% (Fig. 5B,C). The number of GFP^+^ hCD271^+^ cells in the lungs at 3-days post-transfer did not differ significantly between recipients of the sub-cluster fibroblasts and control fibroblasts (Fig. 5D). However, *Acta2, Serpine1, Col1a1*, and *Col1a2* mRNA-expression levels in sorted donor fibroblasts were significantly lower in the sub-cluster fibroblasts as compared with control fibroblasts, suggesting that the miR-19a-19b-20a sub-cluster partially inhibited the upregulation of fibrosis-prone genes in fibroblasts of fibrotic lung (Fig. 5E).

**Figure 5:**
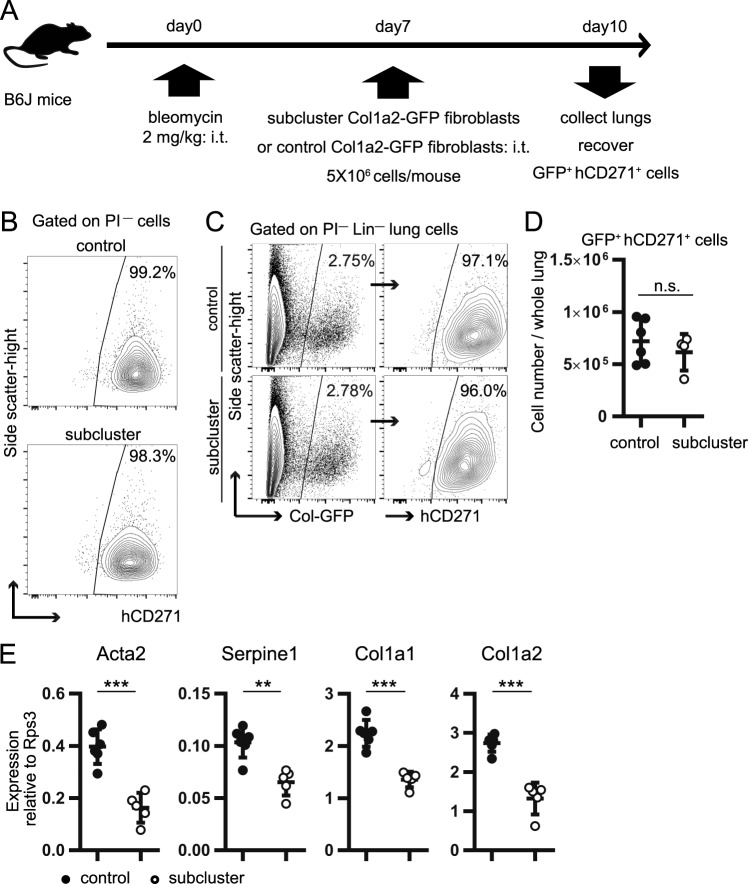
The miR-19a-19b-20a sub-cluster regulates fibroblast activation in the fibrotic lung in adoptively transferred models. (**A**) Scheme of intratracheal-transfer experiments. *Col1a2*-GFP fibroblasts were transduced by retrovirus and cultured with 10% FBS + DMEM for 3 days. hCD271^+^ cells were magnetically isolated, cultured for another 10 days, and passaged three times. The harvested cells (5 × 10^6^ cells/mouse) were intratracheally transferred to the lungs of B6J mice at day 7 post-bleomycin administration, and engrafted GFP^+^ hCD271^+^ cells were recovered at day 10 by cell sorting. (**B**) Flow-cytometry plots of control and miR-19a-19b-20a sub-cluster fibroblasts prior to intratracheal transfer. Transduction efficiency was >98%. (**C**) Flow-cytometry plots of whole-lung cells from intratracheally transferred mice at day 10 post-bleomycin administration. Transduction efficiency of GFP^+^ fibroblasts was >96%. (**D**) The number of engrafted GFP^+^ hCD271^+^ cells at day 10 post-bleomycin administration. (**E**) qPCR measurement of *Acta2* and *Serpine1* mRNA expression in GFP^+^ hCD271^+^ cells. (D and E) Graphs show the mean ± SEM [*n* = 6 (control) and *n* = 5 (sub-cluster)]. **P < 0.01; ***P < 0.001, Student’s *t*-test. Cohen’s effect size d in these data was >2.7. (**C,D**) Representative plots [*n* = 5 (control) and *n* = 4 (sub-cluster)] are shown.

### miR-19a-19b-20a sub-cluster modulates the TGF-β-related changes in the global transcriptome profile of activated lung fibroblasts

To determine how the miR-19a-19b-20a sub-cluster regulates the global gene-expression profile of activated lung fibroblasts, we performed 3′ SAGE-seq analysis on intratracheally transferred control or the sub-cluster fibroblasts at 3-days post-transfer in the bleomycin model. We identified 160 genes that were differentially expressed in the sub-cluster fibroblasts relative to control fibroblasts (59 upregulated and 101 downregulated) and exhibiting a >1.5-fold-change in expression (*P* < 0.05) (Fig. 6A,B; see Supplemental Table S5 for the full list of differentially expressed genes). The range of changes in gene expression was between 0.33- to 0.66-fold downregulation and 1.5- to 4.73-fold upregulation. The downregulated genes included TGF-β-associated pro-fibrotic genes, such as *Acta2*, *Adam12*^25^, *Ctgf*^3^, *Has2*^26^, *Itga5*^27^, *Postn*^28^, and *Tgfbi*^29^, and cell cycle-related genes, such as *Ccnd1* and *Mki67* (Fig. 6A). Additionally, *Serpine1* expression was significantly downregulated (0.76-fold) in the sub-cluster fibroblasts relative to control fibroblasts (Supplemental Table S5). By contrast, upregulated genes included anti-fibrotic genes, such as *Dcn*^30^, *Igfbp5*^31^, and *Mmp3*^32^ (Fig. 6B). Unexpectedly, some fibroblast-activation-associated genes such as *Spp1*^33^ and *Mmp2*^34^, were also upregulated. qPCR analysis confirmed the changes in gene expression for *Adam12*, *Dcn*, *Igfbp5*, *Mmp3* and *Spp1* (Fig. 6C). To investigate the biological functions modulated by the miR-19a-19b-20a sub-cluster overexpression in activated lung fibroblasts, we performed GO^35^ analysis on the 160 genes exhibiting the sub-cluster-mediated differential expression, with cell adhesion (GO:0007155) the only function significantly enriched among these genes (Fig. 6D). These results suggested that the miR-19a-19b-20a sub-cluster suppresses a part of the TGF-β-signaling-associated gene expression in the activated fibroblasts during bleomycin-induced lung fibrosis.

**Figure 6:**
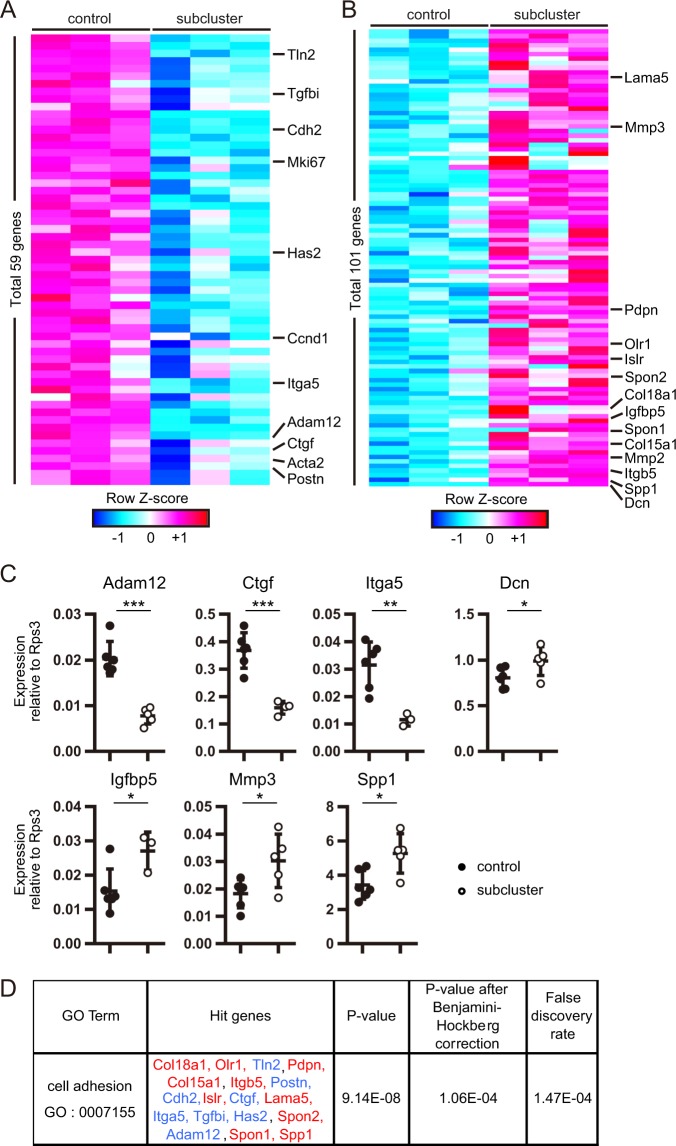
The miR-19a-19b-20a sub-cluster modulates the global transcriptome landscape of activated fibroblasts in fibrotic lungs. (**A**,**B**) Gene-expression profile of GFP^+^ hCD271^+^ intratracheally transferred lung fibroblasts at day 3 post-transfer. Intratracheal transfer was performed on day 7 post-bleomycin administration. Heat map represents the (**A**) downregulated and (**B**) upregulated genes in the sub-cluster-fibroblasts. Each column represents an miRNA group, and each row represents an individual gene. (**C**) qPCR validation of *Adam12*, *Ctgf*, *Itga5*, *Dcn*, *Igfbp5*, *Mmp3*, and *Spp1* expression in GFP^+^ hCD271^+^ intratracheally transferred lung fibroblasts at day 3 post-transfer. Intratracheal transfer was performed on day 7 post-bleomycin administration. (**D**) GO analysis of 160 differentially expressed genes using DAVID version 6.8. Significantly enriched GO terms and associated genes are shown. (**C**) Graphs show the mean ± SEM [*n* = 6 (control) and *n* = 5 (sub-cluster)]. *P < 0.05; **P < 0.01; ***P < 0.001, Student’s *t*-test. Cohen’s effect size d in these data was >1.3. See also Supplemental Table S5.

## Discussion

In this study, we identified miRNA signatures in lung fibroblasts of transient/progressive murine pulmonary fibrosis models. Among these signatures, we found that the miR-19a-19b-20a sub-cluster suppressed TGF-β-associated gene expression and primary lung fibroblast activation.

We used both bleomycin-induced transient and silica-induced progressive pulmonary fibrosis models to identify the fibrosis-associated common activation signature of miRNA expression in primary fibroblasts. Intratracheal instillation of bleomycin induces acute epithelial injury and transient fibrotic responses. Silica is ingested by macrophages, resulting in their activation and production of pro-fibrotic cytokines, such as tumor necrosis factor-α, PDGFs, and TGF-β, leading to progressive fibrotic responses. Notably, despite the differences in etiology between these two fibrosis models, most of the differentially expressed miRNAs (159 of 165 miRNAs) were commonly upregulated or downregulated in line with fibrosis progression in activated fibroblasts from both models. 

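By the sign of the mean log2 fold change over days 7, 14, and 28, 143 of the 165 miRNAs changed in the same direction in both models, 104 upward and 39 downward, and 22 changed in opposite directions. The same direction was found for 40 of the 50 miRNAs of group B1, 69 of 69 in Y1, 15 of 24 in B2, 15 of 16 in Y2, and 4 of the 6 ungrouped miRNAs. In every one of the 6 treated libraries, 63 miRNAs were higher and 24 were lower than in the untreated library. All 6 are compared with this same library, so part of the agreement between models can arise without a common change. In addition, 40 of the 165 miRNAs, 34 of them in Y1, were at 0 in the untreated library. These could not be lower in any treated library, so their upward agreement was largely fixed beforehand. The paper's 159 equals the number of miRNAs in the 4 groups of the heat map.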

Additionally, pathway analysis suggested possible contributions of these miRNAs in attenuating the TGF-β-signaling pathway and fatty acid metabolism-related pathways. A previous study reported that lung-resident fibroblasts contain lipid droplets, and that lipogenic genes contribute to lung fibroblast activation^36^. Moreover, a meta-analysis of global-expression profiles of mRNA and miRNA data from IPF patients revealed that the expression pattern of IPF-associated miRNA signatures is associated with that of TGF-β-signaling-related and lipid-metabolism-related genes^37^. Our results and previous reports suggested that the identified common miRNA-expression signatures in activated fibroblasts constitute a fibroblast-activation marker in a variety of fibrotic interstitial lung diseases, including IPF.

Here, we identified the miR-19a-19b-20a sub-cluster, a component of the miR-17~92 cluster, as fibroblast-activation-associated miRNAs. A previous study reported that expression of miR-17~92 cluster components, including the miR-19a-19b-20a sub-cluster, decreased in lung tissues from IPF patients and those from mice treated with bleomycin during late phase (day 28)^10^. Because fibroblasts constitute 15% to 20% of the whole-cell population in lungs, especially after induction of fibrotic disease in mice^33,38^, miRNA expression in whole lung tissues observed in the previous study might not reflect that observed in fibroblasts. The differences in the miR-19a-19b-20a sub-cluster expression between whole lung tissues and purified fibroblasts might be due to a specific regulatory mechanism associated with the sub-cluster expression in fibroblasts during fibrotic responses.

miR-19a-19b target TGFBR2 in human cardiac fibroblasts^39^, and miR-20a inhibits TGF-β signaling by targeting TGFBR2 in non-fibroblastic cells, including cancer cells^40^, endothelial cells^41^. Consistent with previous studies, we observed that Tgfbr*2* expression was suppressed by the miR-19a-19b-20a sub-cluster in primary lung fibroblasts and associated with suppression of TGF-β1-associated fibroblast activation. Intratracheal transfer of the sub-cluster fibroblasts revealed that inhibition of TGF-β1-associated fibroblast activation by the miR-19a-19b-20a sub-cluster also occurred in activated fibroblasts from a fibrotic lung. Moreover, the expression of *Serpine1*, a major TGF-β–responsive gene^42^, decreased in the sub-cluster-fibroblasts from a fibrotic lung, supporting speculation that the miR-19a-19b-20a sub-cluster suppresses TGF-β1 signaling in lung fibroblasts during pulmonary fibrosis. Our pathway analysis and previous report also suggested a possible contribution of miR-17~92 cluster components in TGF-β1 signaling in lung fibroblasts^10^. Overexpression of the miR-17~92 cluster decreases the amount of actin cytoskeleton and the expression of CTGF^10^, a downstream target of TGF-β1 signaling^3^. Overexpression of miR-19a and miR-19b reduces CTGF expression in lung fibroblast cell lines^11^. These reports and our results suggested that miR-17~92 cluster components, including the miR-19a-19b-20a sub-cluster, possibly cooperatively inhibit TGF-β1-mediated lung fibroblast activation.

Transcriptome analysis of adoptively transferred fibroblasts revealed decreases in expression of the pro-fibrotic genes *Ctgf*, *Adam12*, and *Itga5* and increases in the expression of the anti-fibrotic genes *Dcn* (*Decorin*) and *Mmp3* among multiple genes affected by the miR-19a-19b-20a sub-cluster overexpression. CTGF is a pro-fibrotic matricellular protein that contributes to pulmonary fibrosis through transcriptional activation of COL1A2^43^. Overexpression of CTGF in fibroblasts results in tissue fibrosis in skin, lungs, and kidneys^44^, with CTGF induced by TGF-β capable of mediating the pro-fibrotic effects of TGF-β *in vitro*^3^. ADAM12 is a member of the ADAM protein family of disintegrins and metalloproteases, with Adam12^+^ cells reported as specific progenitors of collagen-overproducing cells generated following acute tissue injury. Genetic ablation of these Adam12^+^ cells limits generation of pro-fibrotic cells and interstitial collagen accumulation in muscle and dermis acute-injury models^45^. ITGA5 belongs to the integrin α-chain family, with ITGA5/ITGB1 expression facilitating lung stromal progenitor-cell differentiation into lung myofibroblasts^27^. Decorin is a proteoglycan that inhibits fibrotic responses by inhibiting TGF-β signaling^46^, and adenoviral Dcn transduction in lung tissues suppresses bleomycin-induced pulmonary fibrosis^30^. Collectively, the transcriptional changes associated with these genes support the anti-fibrotic roles related to the miR-19a-19b-20a sub-cluster expression in fibroblasts during pulmonary fibrosis.

We also observed upregulated *Spp1* expression in the sub-cluster fibroblasts. *Spp1* encodes osteopontin, an ECM protein previously reported as a marker of activated fibroblasts present at the site of tissue remodeling in bleomycin-induced pulmonary fibrosis. Importantly, osteopontin^+^ and α-SMA^+^ fibroblasts show different distribution patterns in bleomycin-induced fibrotic lesions^33^. Additionally, osteopontin expression is induced by PDGF signaling in smooth-muscle cells^47^, which is another pro-fibrotic pathway distinct from TGF-β signaling. Therefore, it is possible that the sub-cluster suppresses only a subset of fibroblast-activation pathways, including that related to TGF-β signaling. Overall, we propose that upregulation of the miR-19a-19b-20a sub-cluster represents a compensatory response in activated fibroblasts that suppress detrimental TGF-β-associated fibrogenic activation of lung fibroblasts following tissue injury.

The progress and pathology of IPF differ from murine pulmonary fibrosis models; however, one commonality involves TGF-β activation of both human and murine lung fibroblasts. Considering that miR-19a-3p, 19b-3p and 20a-5p are conserved in mice and humans, the knowledge provided in this study will likely be applicable to IPF-patient-derived fibroblasts. Development of therapeutic strategies for the fibroblast-specific control of the miR-19a-19b-20a sub-cluster expression might lead to the identification of new therapeutic approaches for treating fibrotic diseases, including IPF.

## Materials and Methods

### Mice

C57BL/6J (B6) female mice were purchased from Japan SLC (Hamamatsu, Japan) or CLEA Japan (Tokyo, Japan). *Col1a2*-GFP female mice (C57BL/6 background for >10 generations) were generated in previous study^48^. *Acta2*-Kusabira Orange2 mice were generated as described in the Methods section of the online supplement. *Acta2*-Kusabira Orange2 × *Col1a2*-GFP male mice were generated by cross-breeding *Col1a2*-GFP mice and *Acta2*-Kusabira Orange2 mice. Experiments were initiated when mice were 6- to 12-weeks old. Mice were bred and maintained in specific pathogen-free facilities at the University of Tokyo, were group-housed with freely available food and water, and were under standard conditions with a light-dark cycle of 12 hours light and 12 hours dark. All methods were carried out in accordance with relevant guidelines of the University of Tokyo, and all experimental protocols were approved by the University of Tokyo.

### Bleomycin- or silica-induced pulmonary fibrosis

Intratracheal instillation of bleomycin and silica was performed as described previously^38^.

### Preparation of primary lung fibroblasts

Primary lung fibroblasts were isolated from *Col1a2*-GFP mice (*Col1a2*-GFP fibroblasts) and *Acta2*-Kusabira Orange2-*Col1a2*-GFP mice (*Acta2*-Kusabira Orange2-*Col1a2*-GFP fibroblasts) as described in the Methods section of the online supplement.

### Global miRNA-expression profiling

Small RNAs were isolated from lineage^−^ GFP^+^ lung fibroblasts using a mirVana miRNA-isolation kit (Thermo Fisher Scientific, Waltham, MA, USA). Small RNA libraries were constructed using an Ion Total RNA-seq kit v2 (Thermo Fisher Scientific) according to manufacturer instructions. The samples were sequenced twice on an Ion PGM system using an Ion PGM sequencing 200 kit (Thermo Fisher Scientific) according to manufacturer instructions. CLC Genomics Workbench software version 6.0.5 (CLC Bio, Aarhus, Denmark) was used to trim the sequence reads. miRNA expression analysis was performed by counting the resulting tags using miRBase database^49^ (v19; http://www.mirbase.org/). Total tag counts were normalized to 80,000 tags, and the tag counts from two independent sequencing reads were averaged. 

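In the untreated library every deposited tag count was a whole multiple of 5.81, rounded up, the value of 1 tag when 13769 tags are scaled to 80000. The step was 2.51 at bleomycin day 14, 2.78 at bleomycin day 28, 1.34 at silica day 7, 1.31 at silica day 14, and 1.23 at silica day 28. Each of these 6 libraries therefore carries 1 step. Averaging 2 separately normalized runs would not normally leave 1 step, and this conflict with the stated averaging is open. The recovered totals, and the intervals and tests built on them, assume that each library was scaled once. At bleomycin day 7 no step of 1 or more described the values.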

Raw data from these experiments were deposited in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo; accession GSE100115).

### Grouping of global miRNA-expression data

To group global miRNA-expression data, miRNAs with maximum tag counts (<10) across all experiments were filtered out. We then selected miRNAs exhibiting a fold-change of ≥2 between at least two samples. The total tag count for the 165 selected miRNAs was log_2_(X + 1) transformed, and miRNAs were grouped using R-3.3.1 software (https://cran.r-project.org/) and the WGCNA package^20^ (power = 8, merge_thre = 0.25). 

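The 165 miRNAs selected from the deposited tag counts were the 165 miRNAs of Supplemental Table S3, and 1155 of 1155 tag counts in that table equalled the deposited ones.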

Each detected miRNA group was further divided into positive- and negative-correlated groups using the CLICK method^21^. The expression level of each group was Z-scaled and visualized using R-3.3.1 software (https://cran.r-project.org/).

### Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and detection of miRNA-gene interactions for each miRNA group

KEGG pathway analysis of miRNA-target genes was performed on each miRNA group using DIANA-miRPath version 3.0 software^50^. Prediction of miRNA-target genes was based on results of Tarbase version 7.0^50^. Because of a restriction on the number of mature miRNAs capable of being analyzed using this software, miRNAs with average tag counts (<10) across all experiments were filtered out. KEGG pathway terms with false-detection-rate-corrected *P*-values < 0.01 were selected as highly enriched pathway terms in each miRNA group. Predicted miRNA-gene interactions in each KEGG pathway were simultaneously detected by DIANA-miRPath version 3.0 software using Tarbase version 7.0 as the database.

### Quantitative real-time polymerase chain reaction (qPCR)

Total RNA from transduced lung fibroblasts was isolated using TRIzol reagent (Thermo Fisher Scientific). qPCR of mRNA was performed as described previously^38^. miRNA were reverse transcribed using TaqMan MicroRNA assays (Thermo Fisher Scientific) according to manufacturer instructions. qPCR analysis of miRNA was performed using THUNDERBIRD Probe qPCR mix (Toyobo) on an ABI 7500 real-time PCR system (Thermo Fisher Scientific). Primer sequences are listed in Table 1. Probe IDs for qPCR analyses of miRNAs were as follows (miR-19a: 000395; miR-19b: 000396; miR-20a: 000580; miR-23a: 000399). Relative gene-expression levels of mRNA and miRNA were calculated after normalization against the expression of the reference genes Rps3 and miR-23a.

**Table 1:** Primer sequences used for qPCR.

Genes	Forward primers (5′ to 3′)	Reverse primers (5′ to 3′)
*Acta2*	TCGGATACTTCAGCGTCAGGA	GTCCCAGACATCAGGGAGTAA
*Adam12*	CACACGGATCATTGTTACTACCA	ATTGGCTCTAAGCTGTACGTTTT
*Col1a1*	AGACATGTTCAGCTTTGTGGAC	GCAGCTGACTTCAGGGATG
*Col1a2*	GGTGAGCCTGGTCAAACGG	ACTGTGTCCTTTCACGCCTTT
*Ctgf*	CTGCAGACTGGAGAAGCAGA	GCTTGGCGATTTTAGGTGTC
*Dcn*	GAGGGAACTCCACTTGGACA	TTGTTGTTGTGAAGGTAGACGAC
*Itga5*	CTTCTCCGTGGAGTTTTACCG	GCTGTCAAATTGAATGGTGGTG
*Mmp3*	ACATGGAGACTTTGTCCCTTTTG	TTGGCTGAGTGGTAGAGTCCC
*Rps3*	CGGTGCAGATTTCCAAGAAG	GGACTTCAACTCCAGAGTAGCC
*Serpine1*	GGCACCTTTGAATACTCAGGA	TTTCCCAGAGACCAGAACCA
*Spp1*	GGAGGAAACCAGCCAAGG	TGCCAGAATCAGTCACTTTCAC
*Tgfbr2*	CCGCTGGAACATATCGTCCTGTG	AGTGGATGGATGGTCCTATTACA

### Retroviral miRNA transduction

A 479 bp fragment containing miR-19a, miR-19b and miR-20a precursors was amplified by nested PCR by using PrimeSTAR Max DNA polymerase (Takara) and cloned into the downstream region of the CMV promoter in a modified pMY retroviral vector containing a ∆hLNGFR/hCD271 reporter gene (a truncated form of low-affinity nerve-growth factor receptor) (Supplemental Fig. S1A). Since the design of expression vector for individual miRNAs in miR-19a-19b-20a sub-clusters was technically difficult, we were unable to construct these vectors. Primer sequences for nested PCR are shown in Supplemental Fig. S1B. miRNA expression was confirmed using a sensor vector derived from the psiCHECK-2 vector (Promega, Madison, WI, USA). Retroviral vectors were produced in GP2-293T cells as described previously^51^. Viral supernatant was passed through 0.45-μm filters and concentrated using Amicon Ultra-15 centrifugal filters (50-kDa MWCO; Millipore, Bedford, MA, USA). The viral supernatant was concentrated to a pellet using a lentiX-concentrator (Takara, Tokyo, Japan) according to manufacturer instructions, and the pellet was dissolved with 10% FBS + DMEM. For miRNA transduction, 1 × 10^4^ primary lung fibroblasts were transferred to 48-well plates. After a 12-h incubation, the cells were exposed to the viral supernatant (diluted to appropriate density) for 24 h.

### Flow cytometry

Flow-cytometric analyses were performed as described previously^38^. Cells were stained with allophycocyanin (APC)- or phycoerythrin (PE)-conjugated anti-hCD271 antibody (clone ME20.4; BioLegend, San Diego, CA, USA) or anti-Tgfbr2 antibody (goat polyclonal, catalog no. FAB532A; BioLegend) for 30 min at 4 °C. We minimized compensation by choosing fluorescent combinations to measure mean fluorescence intensity (MFI). Intracellular α-SMA staining were performed as described previously^24^. Cells were stained with the APC-conjugated anti-α-SMA antibody (clone 1A4; R&D Systems, Minneapolis, MN, USA) for 30 min at 4 °C.

### Luciferase assay

Sensor and mutant vectors for Tgfbr2 were created from the psiCHECK-2 vector (Promega). Each of the control and sub-cluster vectors, and each of the sensor and mutant vectors were co-transfected into HEK293T cells using Lipofectamine LTX (Thermo Fisher Scientific) and cultured for 24 h. Renilla luciferase–firefly luciferase ratios in the cells were measured using a Dual-Glo reporter assay system (Promega) according to manufacturer instructions.

### Cell culture under TGF-β1-stimulated conditions

Lung fibroblasts were cultured with 1% FBS + DMEM for 12 h, followed by a medium change to 1% FBS + DMEM in the presence or absence of TGF-β1 (10 ng/mL, R&D Systems). In some experiments, images of cultured fibroblasts were captured by a BZ-X700 fluorescence microscope (Keyence, Osaka, Japan).

### Collagen gel contraction assay

Collagen gels were prepared according to manufacturer instructions to a final collagen concentration of 1.5 mg/mL (rat tail Col1; BD Biosciences). After transduction, 3 × 10^4^ *Col1a2*-GFP lung fibroblasts were plated on the collagen gels in a 48-well plate. After cell attachment to the collagen gels (2 h), the gels were mechanically loosened from the sides of the wells, and the cells were cultured with 1% FBS + DMEM in the presence or absence of TGF-β1. The relative percentage of gel contraction represented the gel surface area covered each hour divided by the surface area just after mechanical loosening. The collagen gel images were quantified using ImageJ version 1.47t (http://imagej.nih.gov/ij; National Institutes of Health, Bethesda, MD).

### Intratracheal transfer of lung fibroblasts

Intratracheal transfer was performed as described previously^24^. Details are provided in the Methods section of the online supplement. Since adoptively transferred fibroblasts were efficiently integrated into the fibrotic foci of bleomycin model, but not of silica model, we performed this experiment only in bleomycin model.

### Amplification of the whole transcript of fibroblasts

The whole transcript of intratracheally transferred fibroblasts was amplified according to a previous report, with some modifications^52^. Details are provided in the Methods section of the online supplement. Primer sequences are shown in Supplemental Table S1.

### 3′ serial analysis of gene expression (3′SAGE)-library generation and sequencing

Generation of Na SAGE library was performed according to a previous report, with some modifications^53^. Details are provided in the Methods section of the online supplement. Raw data from these experiments were deposited in NCBI GEO (http://www.ncbi.nlm.nih.gov/geo; accession GSE100116). Primer and adapter sequences are shown in Supplemental Table S2.

### Analysis of 3′SAGE-seq data

Analysis of 3′SAGE-seq data was performed according to a previous report, with some modifications^54–57^. Details are provided in the Methods section of the online supplement. Genes exhibiting differential-expression levels associated with an adjusted *P*-value < 0.05, a fold change >1.5, and a minimum expression level >30 were identified as showing statistically significant differential expression. Gene ontology (GO) analysis of the differentially expressed genes was performed by using DAVID version 6.8^58^.

### Statistical analyses

Statistical comparisons were performed using unpaired Student’s *t*-tests (two-tailed), one-way analysis of variance (ANOVA) with Tukey-Kramer’s multiple-comparison post hoc tests, and a likelihood ratio test with Benjamini-Hockberg correction (transcriptome analysis). A *P* < 0.05 was considered statistically significant. Data are expressed as the mean ± standard error of the mean (SEM). Effect size was measured with Cohen’s d. Statistical analysis was performed using Prism software version 5.01 (GraphPad Software, La Jolla, CA, USA) or R-3.3.1 software (https://cran.r-project.org/).

## Electronic supplementary material

Supplemental Information and Figures

Supplementary tables

# Supplementary material for: Lung fibroblasts express a miR-19a-19b-20a sub-cluster to suppress TGF-β-associated fibroblast activation in murine pulmonary fibrosis
**Source:** Sci Rep. 2018 Nov 9;8:16642. doi: 10.1038/s41598-018-34839-0
**Supplement:** Supplementary file 1 — Supplemental Information and Figures

# **Lung fibroblasts express a miR-19a-19b-20a subcluster to suppress TGF- $\beta$ -associated fibroblast activation in murine pulmonary fibrosis**

Kunihiko Soma<sup>1,2,3,\*</sup>, Shigeyuki Shichino<sup>1,3,\*</sup>, Shin-ichi Hashimoto<sup>1,3,4</sup>, Satoshi Ueha<sup>1,3</sup>, Tatsuya Tsukui<sup>1</sup>, Takuya Nakajima<sup>1,3</sup>, Hiroshi I Suzuki<sup>5</sup>, Francis HW Shand<sup>1</sup>, Yutaka Inagaki<sup>6</sup>, Takahide Nagase<sup>2</sup> and Kouji Matsushima<sup>1,3,†</sup>

University, Kanagawa, Japan.

\* These authors contributed equally to this work

Associate Professor

Division of Molecular Regulation of Inflammatory and Immune Diseases

Research Institute of Biomedical Sciences

Tokyo University of Science

## Supplemental Information (MATERIALS AND METHODS)

### Acta2-Kusabira Orange 2 (KO2) mice

We crossbred *Col1a2*-minimum-promoter/enhancer- $\Delta$ hLNGFR (hCD271)-CreER-poly(A)-Acta2 promoter-loxP-poly(A)-loxP-KO2 BAC transgenic mice (T. Tsukui; details to be published elsewhere) and ROSA26-CAG promoter-CreER transgenic mice purchased from Jackson Laboratory (stock number: 004682; Bar Harbor, ME, USA) and treated double-heterozygote mice with tamoxifen to enable germ-line recombination of the loxP sequence. Confirmation of successful germ-line recombination of the loxP sequence was verified with localization of Acta2 promoter-KO2 on the Y-chromosome and correlation of KO2 expression with Acta2 expression, with hCD271 expression undetectable.

### Preparation of primary lung fibroblasts

Lungs were cut into small pieces with a razor blade and digested enzymatically using 0.2% collagenase (Wako, Osaka, Japan), 0.96 mg/mL dispase II (Roche, Basel, Switzerland), and 20 kU/mL DNase I (Sigma-Aldrich, St. Louis, MO, USA) for 60 min at 37°C. Erythrocytes and silica particles were removed by 70% percoll (GE Healthcare,

Buckinghamshire, UK) density separation. The single-cell suspensions were then depleted of lineage<sup>+</sup> (CD31<sup>+</sup>, CD45<sup>+</sup>, CD146<sup>+</sup>, EpCAM<sup>+</sup>, and Ter119<sup>+</sup>) cells by negative selection with an AutoMACS cell separator (Miltenyi Biotech, Bergisch Gladbach, Germany). 

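The markers named for this sort exclude cells of other lineages. CD31 is carried by endothelial cells, CD45 by leukocytes, EpCAM by epithelial cells, and Ter119 by erythroid cells, and GFP driven by the *Col1a2* promoter marks the collagen-producing fibroblasts that were kept. The small RNA profile is therefore that of sorted cells and not of whole lung tissue.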

For global miRNA-expression profiling, lineage<sup>-</sup> (CD31<sup>-</sup>, CD45<sup>-</sup>, EpCAM<sup>-</sup>, and Ter119<sup>-</sup>) GFP<sup>+</sup> fibroblasts were further purified by cell sorting using a FACS Aria II system (BD Biosciences, San Jose, CA, USA). For transcriptome analysis, lineage<sup>-</sup> (CD31<sup>-</sup>, CD45<sup>-</sup>, CD146<sup>-</sup>, EpCAM<sup>-</sup>, and Ter119<sup>-</sup>) GFP<sup>+</sup> fibroblasts were further purified by cell sorting using a FACS Aria II system (BD Biosciences). For *in vitro* experiments, lineage<sup>-</sup> cells were cultured in 10% fetal bovine serum (FBS)+Dulbecco's modified Eagle medium (DMEM) for >3 days, and nonadherent cells were removed from the culture. The resulting cells routinely consisted of >95% lineage<sup>-</sup> GFP<sup>+</sup> fibroblasts.

#### Intratracheal transfer of lung fibroblasts

Colla2-GFP fibroblasts were transduced by retrovirus and cultured with 10% FBS+DMEM for 3 days. After positive selection of hCD271<sup>+</sup> cells with an AutoMACS cell separator (Miltenyi Biotech), the cells were cultured for another 10 days with three

passages over a 3-day interval. Cell suspensions were administered to B6 mice at day 7 post-administration of 2 mg/kg bleomycin, with  $5 \times 10^6$  cells transferred per mouse. Flow-cytometric analysis of recipient mouse lungs was performed at 3-days post-intratracheal-transfer. The lineage- GFP<sup>+</sup> hCD271<sup>+</sup> donor fibroblasts (10,000 cells) were simultaneously recovered from lungs by direct sorting in 500  $\mu$ L of cell lysis buffer [1% LiDS, 100 mM Tris-HCl (pH 7.5), 500 mM LiCl, 10 mM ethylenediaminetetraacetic acid (EDTA), and 5 mM dithiothreitol (DTT)] and stored at  $-80^{\circ}\text{C}$  until further qPCR and transcriptome analyses.

#### Amplification of the whole transcript of fibroblasts

0.5 pmol of biotin-TEG-adapter-dT25 primers was bound to 20  $\mu$ L of Dynabeads M270 streptavidin (Thermo Fisher Scientific). The washed beads (20  $\mu$ L) were added to each cell lysis buffer containing 10,000 sorted fibroblasts and incubated for 30 min at room temperature with gentle rotation. Beads were washed once with wash buffer A [0.1% LiDS, 10 mM Tris-HCl (pH 7.5), 150 mM LiCl, and 1 mM EDTA] and three times with wash buffer B [10 mM Tris-HCl (pH 7.5), 150 mM LiCl, and 1 mM EDTA]. Beads were then suspended in 10  $\mu$ L of RT mix 1 [1 $\times$  SSIV buffer (Thermo Fisher Scientific), 2 mM dNTP, 2 M betaine (Sigma-Aldrich), 12 mM  $\text{MgCl}_2$ , and 3.2 U/ $\mu$ L RNaseIn Plus

(Promega)] and incubated for 90 s at 70°C, 5 min at 35°C, and immediately cooled on ice. RT mix 2 [10 µL; 1× SSIV buffer, 10 mM DTT (Thermo Fisher Scientific), 10 U/µL Superscript IV (Thermo Fisher Scientific), and 2 M betaine (Sigma-Aldrich)] was added, and reverse transcription was performed for 5 min at 35°C and 15 min at 50°C. Beads were washed once with cell lysis buffer, twice with B&W-T buffer [5 mM Tris-HCl (pH 7.5), 1 M NaCl, 0.5 mM EDTA, and 0.1% Tween-20], once with Tris-HCl (pH 8.0) and 20 µL of RNase H mix [1× first-strand buffer (Life Technologies, Carlsbad, CA, USA), 5 mM DTT, 0.6 U RNase H (Thermo Fisher Scientific)], and incubated for 20 min at 37°C to digest reverse-transcribed mRNA. Beads were washed, 20 µL of TdT mix [50 mM Tris-HCl (pH 8.0), 100 mM KCl, 3 mM MgCl<sub>2</sub>, 1 mM CoCl<sub>2</sub> (Roche), 0.65 mM dATP (Thermo Fisher Scientific), and 15.2 U/µL TdT (Roche)] was added on an ice-chilled aluminum rack, and polyA-tailing was performed for 3 min 20 s at 37°C. The reaction was stopped by adding 5 µL of 0.5 M EDTA, and the enzyme was heat-inactivated by incubation for 10 min at 65°C. Beads were washed, 20 µL of second-strand synthesis mix [1× KAPA Hifi ReadyMix (KAPA Biosystems, Wilmington, MA, USA) and 0.4 µM anchored tagging primer] was added, and second-strand synthesis was performed according to the following program: 95°C for 2 min, 98°C for 20 s, 44°C for 2 min, 72°C for 7 min, and hold at 4°C. Beads were washed,

and 1/4 of the beads were used for the first round of whole-transcript amplification (WTA) in 25  $\mu$ L of first-round WTA mix [1 $\times$  KAPA Hifi ReadyMix (KAPA Biosystems), 0.4  $\mu$ M anchored tagging primer, and 0.4  $\mu$ M 3' WTA primer] using the following program: 95°C for 3 min, seven cycles of 98°C for 20 s, 65°C for 15 s, and 72°C for 7 min, followed by 72°C for 5 min and a hold at 4°C. PCR products were purified twice with 0.6 $\times$  AmPure XP beads (Beckman Coulter) and eluted with 23  $\mu$ L of nuclease-free water. Second-round WTA mix [27  $\mu$ L; 1 $\times$  KAPA Hifi ReadyMix (KAPA Biosystems), 0.614  $\mu$ M 5' WTA primer, and 0.614  $\mu$ M Biotin-TEG-3' WTA primer] was added, and the second round of WTA was performed using the following program: 95°C for 3 min, nine cycles of 98°C for 20 s, 65°C for 15 s, and 72°C for 7 min, followed by 72°C for 5 min and a hold at 4°C. PCR products were purified once with 0.6 $\times$  AmPure XP beads and eluted with 25  $\mu$ L of Tris-HCl (pH 8.0). Amplified whole transcripts were quantified using a Nanodrop 1000 (Thermo Fisher Scientific), and size distribution was analyzed by agarose electrophoresis and SYBR Gold staining (Thermo Fisher Scientific).

### 3' serial analysis of gene expression (3'SAGE)-library generation and sequencing

100 ng of the whole-transcript library was restriction digested with *Nla*III (New England Biolabs, Ipswich, MA, USA) for 2 h at 37°C, and biotinylated 3'-tail transcripts were immobilized on Dynabead M-280 streptavidin beads (Thermo Fisher Scientific). Beads were washed, and 10 pmol of the CS1-*Eco*P15I-*Nla*III adapter was ligated using a DNA ligation kit (Mighty Mix; Takara) for 30 min at 16°C. Beads were washed three times with B&W-T buffer, once with 10 mM Tris-HCl (pH 8.0), suspended in 200 µL of *Eco*P15I digestion mix [1× NEBuffer 3.1, 1 mM ATP, and 0.2 U *Eco*P15I (New England Biolabs)], and digested for 16 h at 37°C in a tightly sealed screw-cap tube with gentle rotation. Supernatant was purified using a Nucleospin Gel&PCR clean-up kit (Takara) and eluted twice with 12.5 µL of nuclease-free water. End-repair/polyA-tailing/ligation reactions were performed using NEBNext Ultra II modules (New England Biolabs) and 1.875 pmol of CS2-adapter according to manufacturer instructions. Reaction products were purified using a Qiagen MinElute Column (Qiagen, Hilden, Germany) and eluted with 13 µL of nuclease-free water. Barcoding mix [14.25 µL; 1× KAPA HiFi ReadyMix (KAPA Biosystems), 0.614 µM IonA-BC[N]-CS1-primer, and 0.614 µM Ion-trP1-CS2 primer] was added into 10.75 µL of elutant, and PCR enrichment was performed using

the following program: 98°C for 45 s, nine cycles of 98°C for 15 s, 65°C for 30 s, and 72°C for 90 s, followed by 72°C for 1 min and a hold at 4°C. Reaction products were purified using double-size selection of AmPure XP beads (0.8× → 0.8×) and eluted with 10 µL of Tris-HCl (pH 8.0). The size distribution of each library was analyzed using an Agilent DNA high-sensitivity kit (Agilent Technologies, Santa Clara, CA, USA), and library concentration was quantified using a KAPA library quantification kit for Ion Torrent (KAPA Biosystems). Each SAGE library was pooled into equimolar volumes, and the concentrations were adjusted to 100 pM. Sequencing was performed using an Ion Hi-Q chef kit, an Ion PI v3 chip kit, and an Ion Proton sequencer (Thermo Fisher Scientific) according to manufacturer instructions, except for alterations in the input-library concentration (100 pM) and cycle number (200).

### Analysis of 3'SAGE-seq data

Adapter trimming and quality filtering of sequencing data were performed using Trimomatic-v0.36<sup>1</sup> and PRINSEQ-0.20.4<sup>2</sup>. Filtered reads were mapped to Refseq mm10 by using Bowtie2-2.2.5<sup>3</sup> with the following parameters: -t -p 11 -N 1 -D 200 -R 20 -L 20 -i S,1,0.50 --norc. Reads that were not mapped to *Nla*III sites were removed, and quantified tag numbers for each gene were used to represent the gene-expression

level. Total tag number was adjusted to 1 million tags, and between-sample normalization was performed using R-3.3.1 software (<https://cran.r-project.org/>) and the TCC package<sup>4</sup>. Differential-expression analysis between the miRNA subcluster-overexpressing group and the control group was performed using R-3.3.1 software (<https://cran.r-project.org/>) and the glmLRT formula with Benjamini-Hockberg correction of the EdgeR package<sup>5</sup>.

## References

- 1 Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120, doi:10.1093/bioinformatics/btu170 (2014).
- 2 Schmieder, R. & Edwards, R. Quality control and preprocessing of metagenomic datasets. *Bioinformatics* **27**, 863-864, doi:10.1093/bioinformatics/btr026 (2011).
- 3 Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nature Methods* **9**, 357-U354, doi:10.1038/nmeth.1923 (2012).
- 4 Sun, J., Nishiyama, T., Shimizu, K. & Kadota, K. TCC: an R package for comparing tag count data with robust normalization strategies. *Bmc Bioinformatics* **14**, doi:10.1186/1471-2105-14-219 (2013).
- 5 McCarthy, D. J., Chen, Y. & Smyth, G. K. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Research* **40**, 4288-4297, doi:10.1093/nar/gks042 (2012).

Supplemental Figure S1

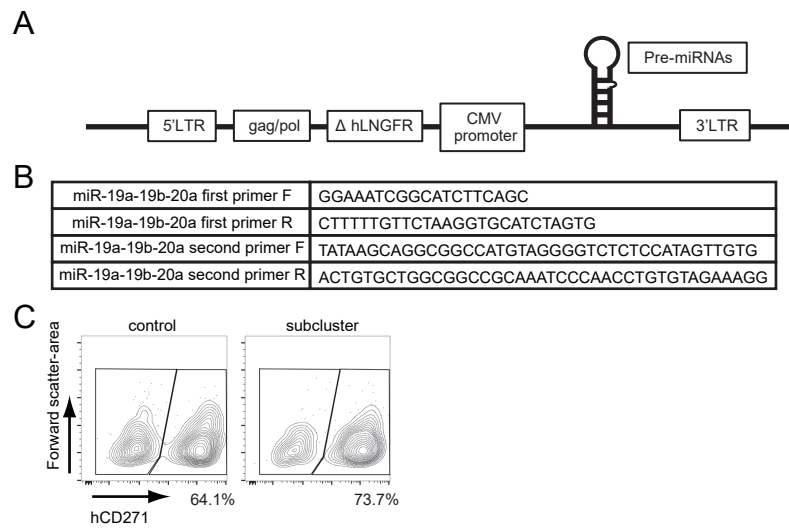

Supplemental Figure S1.  
(A) Plasmid construction. miRNA precursors were cloned into the downstream of CMV promoter of modified pMY retroviral vector with  $\Delta$ LNGFR/hCD271 (truncated form of low-affinity nerve growth factor receptor) reporter gene. (B) Primer lists for cloning the miR-19a-19b-20a subcluster (C) Flow-cytometry plots of control- or subcluster-vector transduced cells.

Supplemental Figure S2

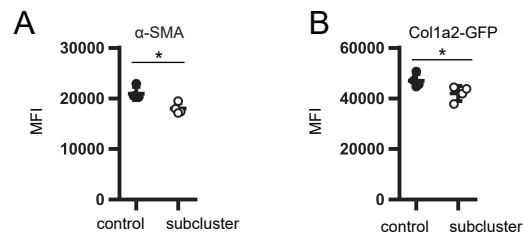

Supplemental Figure S2.  
Effect of miR-19a-19b-20a subcluster in  $\alpha$ -SMA expression and Col1a2 promoter activity without TGF- $\beta$ 1 stimulation. (A and B) Col1a2-GFP fibroblasts were transduced by retrovirus and cultured with 10% FBS+DMEM for 4 days. The cell were harvested and stained by PE anti-hCD271 antibody and APC anti- $\alpha$ -SMA antibody. The MFIs of APC and Col1a2-GFP in hCD271<sup>+</sup> cells were measured by flow cytometry.  $\alpha$ -SMA (**B**) Col1a2-GFP. Graphs show mean  $\pm$  SEM of  $n=4$ . \* $P < 0.05$  by Student's t-test (**A and B**). Cohen's effect size  $d$  of these data was  $>1.8$ .

How the deposited data were processed for this re-analysis (not part of the article)

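Small RNA was sequenced from lineage-negative GFP-positive lung fibroblasts of untreated mice and of mice at days 7, 14, and 28 after bleomycin or silica, with 1 library per condition and 7 libraries in all. The authors trimmed the reads with CLC Genomics Workbench 6.0.5, counted tags on miRBase version 19, and normalized each library to 80000 tags, and the methods state that tag counts from 2 sequencing runs were averaged. The deposited values are a score in this sense, normalized tag counts rounded up to whole numbers, and not raw counts. miRNAs with the same mature sequence share 1 value.

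The number of tags behind each value was recovered by searching for the smallest total for which every value is a whole number of tags scaled to 80000 and rounded up and the tags can sum to that total. On simulated libraries, 30 of 30 totals below 80000 were recovered, and 0 of 10 larger libraries were given a total below 80000. Each simulated library had a single total, so an average of 2 runs was not tested. The search gave a total for 6 libraries, from 13769 tags in the untreated library to 65246 at silica day 28. It gave none below 80000 for bleomycin day 7, for which the smallest total that fits, 91370 tags, was used as a lower limit in intervals and in added comparisons. Above 80000 tags a value can stand for more than 1 number of tags, and the largest was taken for each, so that the tags used for this library sum to 91400. The multinomial test had been planned over 7 libraries and only if each gave a step, so it was not run as planned. The version over 6 libraries was chosen after the values had been seen, as were all tests that use the lower limit at bleomycin day 7.

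Changed miRNAs were selected by the paper's criteria, a maximum tag count of at least 10 and a 2-fold difference between any 2 libraries. Fold changes were differences of log2(X + 1) from the untreated library, where the authors also used log2(X + 1) for grouping. The paper's groups were read from Supplemental Table S3. Intervals at the 95% level came from Wilson's method for single tag counts and from 2000 resamplings of the tags for fold changes. Pairs of libraries were compared by Fisher's exact test with Benjamini-Hochberg adjustment over all miRNAs with a tag in either library. The multinomial test used 10000 draws, so the smallest p-value it can give is 0.0001. Both tests compare libraries and not conditions. With 60 miRNAs multiplied 4-fold in 1 simulated library, the multinomial test found 43 and Fisher's exact test found 25. The library was rescaled afterwards, so the shares of these miRNAs rose by less than 4-fold and those of the others fell. In a separate simulation with no changed miRNA, the tests called 0 of 346 and 0 of 283 miRNAs. False calls in the library with changed miRNAs were not counted. Lists of miRNAs were set against 10000 random lists matched on mean tag count.

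A rule for the miRNAs named in the text was written before the data were examined. It covers the miRNAs the paper names for the profile, the other members of their genomic cluster, the 3 members of each group with the largest change at bleomycin day 7 among those with a mean tag count of at least 100 and the same direction in all 3 silica libraries, miRNAs that met a rule for a closer look, and cell type markers. The list of these markers was made after the tag counts of miR-126 had been seen. let-7e, miR-99b, miR-106b, miR-93, miR-181c, and the miRNAs named for a mean tag count above 100 or as the most abundant of a group were chosen outside this rule, after the tag counts had been seen. Alternatives covered the pseudocount, the filter on low tag counts, the fold threshold, the scaling of the libraries (median of ratios, or miR-23a), and the clustering method. Coordinates and sequences came from GRCm38 with GENCODE release M21. The build behind the authors' tag counts is not stated in the paper's text, and no coordinate was taken from the tag counts. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0, and matplotlib 3.10.9. The predicted target genes, the qPCR, and the SAGE transcriptome were not analysed here.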

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

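The test on endothelial RNA was chosen only after the tag counts of miR-126 had been seen, and the cell type markers were listed and added to the miRNAs searched here after that value had been seen. In all, 13 miRNAs were searched that the paper neither names nor lists in Fig. 2A, namely miR-17, miR-92a, and the cell type markers, and 2 of them were higher than in the untreated library in Fisher's exact test with Benjamini-Hochberg adjustment in at least 1 treated library.

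miR-92a, encoded next to miR-19b in the cluster that the paper discusses as a whole, had a tag count of 98 at silica day 7 against 12 in the untreated library, a log2 fold change of 2.93 (interval 1.54 to 6.75, adjusted p = 0.000296, Fisher's exact test). At bleomycin day 7 the log2 fold change was 2.45 (adjusted p = 0.00996, Fisher's exact test). In the other libraries the tags did not differ in this exact test (adjusted p = 0.192 at silica day 14, 0.558 at silica day 28, and 1 at bleomycin days 14 and 28). The untreated value rests on 2 tags. Thinning silica day 7 to the depth of the untreated library left the median of miR-17 and miR-92a at 2.44, but thinning keeps a mean unchanged by design and so adds nothing. Fisher's exact test already takes the depth of both libraries into account. Another technical explanation is that tags are shared with paralogs. miR-106b and miR-93, paralogs of miR-17 and miR-20a on another chromosome, had a median log2 fold change of 5.00 at silica day 7, so shared tags remain open. The values listed as miR-92a-2 and miR-92b had log2 fold changes of 4.00 and 1.10 at silica day 7. At bleomycin day 7 they had 3.91 and 0.19. These homologs of miR-92a itself were not tested for shared tags. Processing of 1 shared primary transcript is a further hypothesis. The median of the 6 cluster members lay above 99.9% of matched random lists at silica day 7, but all 6 belong to groups B1 and Y1, which were formed from the same libraries, so this rank was largely fixed beforehand and does not decide on it. The data cannot tell shared tags from a shared transcript.

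miR-126, a member of group B2, had a tag count of 339 at bleomycin day 14 against 53 in the untreated library, a log2 fold change of 2.65 (interval 1.86 to 3.88, adjusted p = 4.97e-11, Fisher's exact test). It was higher in 1 of the 6 treated libraries, with tag counts of 29 and 28 at bleomycin days 7 and 28 and between 15 and 19 in the silica libraries. miR-126 is listed here as an endothelial marker, so RNA from endothelial cells in this 1 library is a candidate source. Of 10 markers of leukocytes, epithelial cells, and erythroid cells, 1 was highest at bleomycin day 14, miR-150, with a tag count of 6 that was also reached at bleomycin day 28. Apart from miR-223 and miR-451a, these markers stayed at tag counts of 6 or less in all 7 libraries, too few to show a peak or its absence. For endothelial cells miR-126 was the only marker tested. With 1 library, the pattern cannot be told apart from a mixed sample.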

How the results depend on the processing

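For the adjusted Rand index, the comparison of alternatives was adapted after its values had been seen, as described below. The alternatives were set before the data were examined, apart from those named as added. No paired analysis was possible because each condition has 1 library.

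In all, 42 results were set against 145 alternatives. For the 12 group medians and the 18 fold changes of miR-19a, miR-19b, and miR-20a, no alternative gave the opposite sign. The count of 165 changed miRNAs became 387 with no filter on the maximum tag count and 86 with a maximum of at least 50, and it was between 125 and 165 under the other alternatives set in advance. Thinning every library to the depth of the untreated library, added after the values had been seen, gave 188.

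With a pseudocount of 10, the group medians became 0.85 for B1 at bleomycin day 7 and 0.85 at silica day 28, 1.12 and 0.85 for Y1, and -0.88 for B2 at silica day 28. With a pseudocount of 0.1 those of Y1 became 4.95 at bleomycin day 7 and 4.39 at silica day 28. Median-of-ratios scaling gave 0.98 for B1 at bleomycin day 7, 0.93 for B1 at silica day 28, and 2.75 for Y1 at bleomycin day 7. Members of Y1 with a mean tag count of at least 50 had medians of 2.45 and 1.83. Median-of-ratios scaling also gave 2.76 for miR-19b at silica day 7, and the other 53 comparisons for miR-19a, miR-19b, and miR-20a stayed within their intervals. The cause was not tested.

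The adjusted Rand index of 0.402 became 0.663 with k-means, stayed at 0.402 with a power of 6, and fell to 0.364 with log2(X + 10). Resampling the tags lowered it to between 0.279 and 0.379, an interval that excludes the value itself. The range within which an alternative counts as unchanged was therefore extended to 0.402 after this had been seen. The 143 miRNAs changed in the same direction became 87 when every treated library had to lie on the same side, and the 0 miRNAs specific to silica day 28 became 1 at 1.5-fold and 8 with no filter. The cause was not tested.

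The multinomial test over 7 libraries, its 3 alternatives, and the planned combination of fold change with this test were not run, since bleomycin day 7 gave no total. The added test over 6 libraries gave between 96 and 120 miRNAs under its alternatives, against 111. A maximum tag count of at least 20, also added afterwards, raised the numbers from Fisher's exact test to between 22 at bleomycin day 28 and 73 at silica day 7. The depth of the untreated library limits the fold changes of low miRNAs, since a tag count under 17.4 there rests on fewer than 3 tags.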

Differences from the paper's values

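No tests of causes were run here. The count of 165 changed miRNAs equalled the paper's 165 in the main analysis. Among the alternatives set before the data were examined, the count differed from it by more than 1.5-fold with no filter on the maximum tag count, with 387, and with a maximum of at least 50, with 86. For miRNAs changed in the same direction in both models, 143 were found against the paper's 159, a ratio below 1.5. For this count only the requirement that all 6 treated libraries lie on the same side, with 87, differed by more than that.

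The paper describes groups Y1 and Y2 as transiently changed on day 7 in the bleomycin model. The median log2 fold change of Y1 was still 2.13 at day 14, and that of Y2 was -1.17 at day 14, further from 0 than the -0.75 at day 7, and -0.65 at day 28.

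In the tag counts of miR-23a drawn in Fig. 2B, bleomycin is highest at day 28 and silica is highest at day 14. In the deposited tag counts it is the other way round, with 3440 at bleomycin day 14 and 3115 at silica day 28 as the highest of each model. In the qPCR of the same figure, miR-19a, miR-19b, and miR-20a are not lower at bleomycin day 14 than at day 7. Their tag counts fell from 153 to 56, from 1295 to 469, and from 520 to 38. At silica day 14 the qPCR of miR-19a is above that of day 7, and its tag count fell from 403 to 114. The 2 measures are not alike. The qPCR is relative to miR-23a and has replicates, and the tag counts are scaled to 80000 tags with 1 library per condition. The miR-23a bars of the figure were read by eye.

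The paper states that the 3′ UTR of *Tgfbr2* holds a match of 8 bases for each miRNA. The site of miR-20a-5p has 8 complementary bases, and that of miR-19a-3p has 7 at positions 2 to 8, without complementarity at position 1.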

Other observations

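The tests on neighbours without the miR-17 to miR-92a cluster and on let-7e and miR-125a were chosen only after the results had been seen. Some tests were judged unable to decide after their values had been seen. They were those on groups B1, Y1, and B2, those that thin a library, the rank of the cluster, and the test without the cluster. The reason was that the miRNAs were chosen for the pattern or that the outcome was largely fixed beforehand. For B1 and Y1 the values are given below only to show how far thinning and a filter on low tag counts moved the medians.

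Counting noise in libraries of unequal depth is a candidate explanation for part of the 165 changed miRNAs. In 1000 simulated sets of 7 libraries drawn from 1 common composition at the recovered depths, 82.0 miRNAs on average passed the same criteria (range 64 to 100). No set reached 165, so noise of this kind does not account for the whole list, but part of such a list arises without any difference between libraries. With a maximum tag count of at least 50, the simulated sets gave 8.21 on average (1 to 19), against 86. Of the 165, 40 were at 0 in the untreated library, against 12.3 on average in the simulated sets (4 to 23), so noise alone does not account for these either. Bleomycin day 7 entered the simulation at its lower limit of depth.

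For the groups, bleomycin day 7 was thinned to the depth of the untreated library in 200 draws. The median log2 fold change was then 2.68 in Y1 (1.49 to 2.81 over the draws) and 1.11 in B1 (0.84 to 1.42). The range of Y1 lies below its unthinned 2.98, so depth can account for part of that median. Members with a mean tag count of at least 50 had medians of 2.45 in Y1 and 1.34 in B1 without thinning. Thinning keeps the mean share of each miRNA in the treated library and leaves the untreated library as it is. It therefore cannot show whether the low depth of the untreated library made the rise. The groups and their more abundant members were taken from the same values, so the part due to depth stays open. Median-of-ratios scaling moved the median of B2 at bleomycin day 7 to -1.25, from -0.94. For the same reason that value does not decide whether B2 fell in the fibroblasts. The 5 most abundant miRNAs held 53.1% of the tags in the untreated library and 37.1% at bleomycin day 7, so their share was not larger where B2 was lower. The most abundant miRNA in both libraries, miR-145a, is itself in B2 and fell from 14497 to 8305. This share is therefore not independent of the decrease and does not decide on its source.

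miRNAs encoded within 10000 bp of each other may change together because they are cut from 1 transcript. Among 147 of 152 miRNAs with a position, 50 neighbouring pairs had a median correlation of 0.511 across the 6 fold changes. Random pairs matched on mean tag count had a median of 0.171 (95% of sets from -0.0934 to 0.435), and 1 of 1000 sets was as high. These correlations are across libraries that share the untreated library, and pairs are not independent. Without the 10 pairs of the miR-17 to miR-92a cluster, the median was 0.314 for 40 pairs, within the range of random pairs (-0.0806 to 0.445), and 181 of 1000 sets were as high. The pairs taken out lay between 0.796 and 0.989, so that the median had to fall, and whether neighbours outside this cluster change together stays open.

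let-7e and miR-125a, encoded on chromosome 17 from 17830352 and from 17830812 (GRCm38), changed in opposite directions in the treated libraries other than bleomycin day 28, where miR-125a had a tag count of 10852 against 10807 untreated. At bleomycin day 14 the rise of let-7e was within counting noise (adjusted p = 0.398, Fisher's exact test). At silica day 7 let-7e rose from 163 to 875 (log2 fold change 2.42, adjusted p = 6.75e-29, Fisher's exact test) and miR-125a fell from 10807 to 3224 (log2 fold change -1.74). The directions at silica day 7 held under both alternative scalings, and across the 6 libraries the correlation of their fold changes was -0.772. miR-99b, in the same cluster, had tag counts between 70 and 101 in the 7 libraries. If tags of other let-7 members were counted as let-7e, those members could be expected to rise alike. The 8 other let-7 values had a median log2 fold change of 0.46, but they ranged from -0.70 to 5.00, so this explanation stays open. With silica day 7 thinned to the depth of the untreated library, 0 of 200 draws changed either sign, which the tag counts fix in advance. Separate control of the 2 mature miRNAs after transcription is a hypothesis that these libraries cannot test.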
